# Bile acids mediate liver-bone marrow crosstalk

**DOI:** 10.1016/j.isci.2026.116462

**Published:** 2026-06-23

**Authors:** Daniele Vitale, Mahmoud Karimi Azardaryany, Ghazal Alipour Talesh, Mahsa Shahidi, Vikki Ho, Suat Dervish, F.X. Himawan Haryanto Jong, Maito Suoh, Jacob George, Saeed Esmaili

**Keywords:** physiology, immunology, cancer

## Abstract

Disruption of liver metabolism alters immune responses, with maximal immune activation occurring when metabolic stress increases bone marrow hematopoietic stem cell (HSC) activity. We previously showed that sustained HSC activation enhances liver immune surveillance and reduces tumor burden. In the present study, we show that short-term HSC stimulation alone is insufficient for tumor control. Dietary supplementation with cholesterol and cholic acid, however, synergistically stimulates HSC responses and markedly elevates serum taurocholic acid (T-CA). Pharmacological inhibition of the apical sodium-dependent bile acid transporter (ASBT) restores bile acid homeostasis and lowers circulating T-CA, attenuating HSC activation and liver inflammation. Collectively, these findings reveal a bile acid-mediated liver-bone marrow crosstalk with direct implications for metabolic and neoplastic liver diseases.

## Highlights

• Cholesterol and cholic acid synergistically activate hematopoietic stem cells (HSCs)
• Taurocholic acid elevation associates with HSC expansion
• HSC responses parallel enhanced hepatic immune surveillance
• Sustained HSC engagement is required for liver tumor control

## Introduction

Liver exposure to nutrient overload and systemic metabolic stress alters both its metabolic and immune functions, increasing susceptibility to tumorigenesis.^1^ An exemplar is metabolic dysfunction-associated fatty liver disease (MAFLD), which is characterized by profound reprogramming of hepatic metabolic pathways and immune responses.^2^ Systems-level analyses of liver transcriptomes in human MAFLD and mouse models have revealed that the immune and metabolic related modules exhibit strong inverse correlations in their module behaviors (up-vs. downregulation).^2^ Notably, we showed that maximal immune responses in a mouse model coincide with activation of bone marrow hematopoietic stem cells (HSCs), marked by increased myeloid and lymphoid progenitor cells output.^3^ Sustained immune surveillance was associated with a reduced liver tumor burden, suggesting that inducing this state may represent a strategy to enhance anti-tumor immunity.^3^ Understanding the critical metabolic regulatory mechanisms that modulate distal hematopoietic responses therefore merits further study.

During embryonic development, the fetal liver serves as the primary site of hematopoiesis, supporting rapid expansion of HSCs before these cells colonize the bone marrow.^4^ Bile acids act as natural chemical chaperones that mitigate endoplasmic reticulum (ER) stress in expanding HSCs, supporting HSC growth by reducing protein aggregation and maintaining stem cell homeostasis.^4^ Emerging evidence suggests that bile acids continue to shape HSC biology in adulthood, influencing hematopoietic activity and differentiation beyond development.^5^^,^^6^ For example, the lysosomal handling of bile acids via transporters such as ENT3 influences intracellular bile acid availability and alleviates ER stress in HSCs, thereby supporting hematopoietic regeneration and erythropoiesis during stress recovery.^7^ Bile acid receptor signaling in the bone marrow microenvironment may also modulate niche components such as marrow adipose tissue, as has been reported in TGR5-deficient mice that exhibit altered stromal adipogenic profiles and changes in hematopoietic recovery capacity.^5^ This suggests that bile acids can modulate HSC responses in adulthood.

Bile acids are highly dynamic circulating metabolites that have been linked to changes in immune regulation and tissue homeostasis.^8^ Notably, a western-style high-fat/high-sucrose diet changes gut microbiota and bile acid profiles, altering the composition and concentrations of primary and secondary bile acids.^9^^,^^10^ Additionally, western-style and high-fat diets remodel the HSC transcriptional landscape, skewing differentiation toward pro-inflammatory myelopoiesis in models of obesity and metabolic disease, and establishing epigenetic and metabolic imprinting that contributes to systemic inflammation and immune dysfunction.^11^ Often, these studies use *Apoe*^−/−^ and *Ldlr*^−/−^ mice and western-style diets that can lead to HSCs expansion with a shift to myelopoiesis.^11^^,^^12^ Interestingly, hypercholesterolemia alone is not sufficient for inducing hematopoiesis in wild type mice transplanted with *Tet2*^−/−^ stem cells, while the presence of atherosclerosis trait complex is necessary.^12^ Aging similarly induces a shift toward myeloid bias at the expense of balanced multilineage output, contributing to decreased immune surveillance and greater susceptibility to disease. Restoring balanced hematopoiesis by antibody-mediated depletion of myeloid biased HSC improves immune responses to viral infection.^13^ In this study, we could induce balanced HSC activity in C57BL/6 mice fed a cholesterol-enriched diet supplemented with cholic acid (CA). Here, we investigate the effects of tumor presence, exposure time, dietary composition, and bile acid biosynthesis on shaping the bone marrow HSC response and crosstalk with the liver.

First, we demonstrate that the presence of liver tumors alone has minimal impact on HSC activation using mouse models of chemical carcinogenesis and tumor xenograft. We also tested whether short-term HSC stimulation was sufficient to control tumor growth. This showed that short-term activation per se is insufficient for tumor control, unlike long-term activation of HSCs (as we previously reported).^3^ When bile acid synthesis is perturbed through dietary manipulation, hematopoiesis is activated and systemic immune responses are heightened. Consistently, we detected an increase in serum taurocholic acid level in mice fed the cholesterol and CA diet. Restoration of bile acid homeostasis via pharmacological inhibition of ileal bile salt transport attenuated both HSC activation and liver immune responses. Expansion and contraction of the HSC population were associated with corresponding increases and decreases in taurocholic acid levels. Targeting this liver-bone marrow crosstalk may provide therapeutic opportunities in metabolic and neoplastic diseases.

## Results

### Limited HSC regulation by the presence of tumors

The hematopoietic system changes due to the release of immune modulators either by tumor cells or immune cells.^14^^,^^15^ Moreover, obesity and alterations in cholesterol metabolism can impact hematopoiesis, particularly when coupled with underlying genetic perturbations.^16^^,^^17^^,^^18^ We previously induced tumors using diethylnitrosamine (DEN), a well-established chemical model of liver carcinogenesis in mice that leads to progressive liver tumor formation.^3^ We reported that a prolonged and adequate bone marrow hematopoietic response in mice fed cholesterol and CA containing diets was associated with a reduction in liver tumor burden in wild-type mice. Notably, we observed only a weak HSC response in dietary models that included either sucrose alone or CA alone, and this response did not confer protection against tumor growth.^3^ It, however, remains unclear whether the presence of tumor in and of itself contributes to this weak HSC response.

To address the issue, we used a xenograft tumor model by injecting Hepa 1-6 liver tumor cells into the flank of immunocompetent C57BL/6 mice. Tumors were harvested either 4 weeks later or when the estimated tumor weight reached 1 g; vehicle-injected mice served as controls (Figure 1A). We used flow cytometry to quantify bone marrow lineage-negative (Lin^−^) Sca-1^+^c-Kit^+^ (LSK) cells, which encompass hematopoietic stem and progenitor cells (HSPCs), including long-term and short-term HSCs (collectively referred to as HSCs) and multipotent progenitors 2, 3, and 4 (MPP2, MPP3, and MPP4) as previously described.^19^ This analysis revealed no differences in the number and frequencies of LSK cells or their subset progenitor populations between tumor-bearing mice and controls (Figures 1B–1E). However, we observed a positive correlation between tumor size and the number of LSK, MPP2, MPP3, and MPP4 cells (Figures 1B–1F). This suggests that very large tumors might regulate HSPC responses, either due to the presence of tumor or because the animals are stressed in the presence of large tumors, as previously demonstrated.^20^

**Figure 1:**
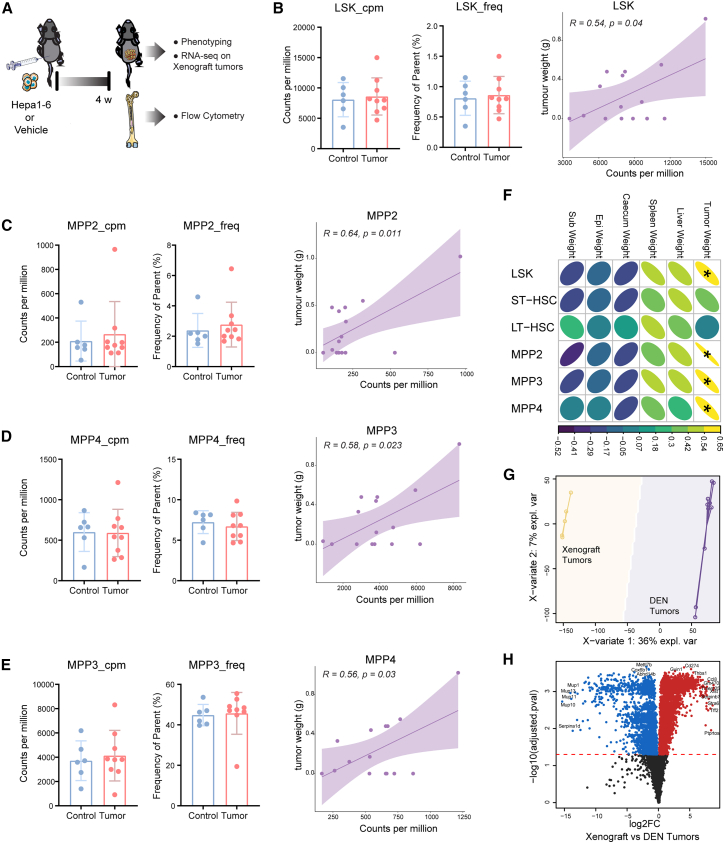
A positive association between tumor size and bone marrow HSPCs response in a xenograft tumor model (A) Schematic of xenograft tumor study with HSPCs immune profiling. (B–E) Flow cytometry analysis of bone marrow HSPCs and the associations with liver tumor size in control (*n* = 6) and tumor-bearing mice (*n* = 9). In bar charts, the data are indicated with mean ±1 standard deviation (SD). The counts and frequencies of each cell population were compared using two-tailed Mann-Whitney test. The association between the counts of HSPCs and tumor size were evaluated with Pearson’s correlation coefficients (*R*). The number of Lin^−^Sca1^+^c-kit^+^ (LSK) cells is positively correlated with tumor size (*R* = 0.54, *p* = 0.04). Analysis of LSK subpopulations demonstrates a positive correlation between tumor size and the number of MPP2 (*R* = 0.64, *p* = 0.011), MPP3 (*R* = 0.58, *p* = 0.023), or MPP4 (*R* = 0.56, *p* = 0.03). (F) Pairwise comparisons arranged in a matrix where the direction and magnitude of Pearson’s correlation between phenotypic variables is represented by the color of an ellipse whose pitch and eccentricity inform the direction and magnitude, respectively. Statistically significant correlations based on Pearson’s correlation coefficients are indicated (∗, *p* < 0.05). (G) PLS-DA analysis of RNA-seq in xenograft tumors (*n* = 5) and DEN (*n* = 10) induced tumors. Xenograft tumors are separated from DEN tumors. (H) Volcano plot shows large number of differentially expressed genes between xenograft and DEN induced tumors fed normal chow (NC) diet.

To further investigate differences between tumor models, we performed RNA-seq on xenograft tumors and compared their transcriptomes with those of intrahepatic DEN-induced tumors from the normal chow (NC) group of a previous study.^3^ 

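Hepa 1-6 is a mouse hepatoma cell line, and the samples described here are 5 tumors that it formed in the flank (n = 5). The DEN-induced tumors are not analysed here, so the values give the xenograft side of the comparison only. Each flank of male C57BL/6 mice aged 6 to 8 weeks received 1000000 cells, and tumors were taken after 4 weeks or at an estimated weight of 1 g. The sources used here do not say which mouse each tumor came from, so standard deviations (SD) and p-values measure the spread between these 5 samples, some of which may share a mouse. Poly(A) RNA libraries were made from 100 ng of total RNA with a strand-specific kit and sequenced as single-end reads of 100 bases. The authors trimmed the reads with Trimmomatic 0.39 and quantified transcripts with Salmon 1.4.0 against the GENCODE M25 mouse transcripts on GRCm38, correcting for random hexamer priming and GC content. The deposited values are an expected count (the estimated number of reads of a transcript) and TPM (reads per base of effective transcript length, scaled to a fixed total) for each of 140992 transcripts. The expected counts summed to 22136965 reads in tumor 1, 17311414 in tumor 2, 26440743 in tumor 3, 22898820 in tumor 4 and 22825783 in tumor 5. Their median is 22825783.

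Transcripts were assigned to genes by their identifiers without version numbers, using the GENCODE M21 annotation of the same genome build. Of the transcripts, 139791 (99.1%) found a gene, and the value of a gene is the sum over its transcripts. A gene was taken as detected where it had at least 1 TPM in every tumor, which held for 11264 genes, 10571 of them protein-coding. The 34 lists of marker and pathway genes, 398 genes in all, were fixed before the data were examined, and 232 of the 398 were detected. Transcripts with an effective length under 100 bases held 54.1% to 58.7% of the TPM of a tumor but 0.686% to 0.897% of its reads. Without them, the TPM of any other transcript would be higher by the same factor, 2.18 to 2.42 depending on the tumor. A gene with such a transcript can have a raised TPM, and where this applies to a gene named here its TPM recomputed without these transcripts is also given, an alternative chosen after seeing the data.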

Partial least squares discriminant analysis (PLS-DA) and volcano plots of differentially expressed genes (DE genes) revealed distinct gene expression profiles between xenograft and DEN-induced tumors (Figures 1G and 1H). 

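The xenograft tumors expressed Alb, which encodes albumin, at 1130 ± 576 TPM (SD, n = 5) and Afp, its fetal counterpart, at 821 ± 439 TPM (SD, n = 5). Of 20 enzymes of adult hepatocytes, 5 were detected in every tumor and 9 were under 1 TPM in every tumor. None of 21 major urinary protein genes, which adult male mouse liver expresses abundantly, reached 1 TPM in every tumor, and 11 of them were under 1 TPM in every tumor. Cell cycle genes were detected throughout (16 of 16), with Pcna at 83.4 ± 8.47 TPM and Top2a at 71.2 ± 18.6 TPM (SD, n = 5).

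Of 8 genes whose labels can be read with certainty in Figure 1H, 4 were detected in every tumor. Stra6, a receptor for cellular retinol uptake (ENSMUSG00000032327.14, chromosome 9 from 58063788 to 58153996 of GRCm38), was at 131 ± 71.1 TPM (SD, n = 5), with 14.0 TPM in tumor 5 and 114 to 183 TPM in the others. Thbs1, which encodes thrombospondin 1 (ENSMUSG00000040152.8, chromosome 2 from 118111876 to 118127133), was at 76.3 ± 49.8 TPM (SD, n = 5), with 164 TPM in tumor 5 against 48.0 to 68.5 TPM. Cd274, which encodes the checkpoint ligand PD-L1 (ENSMUSG00000016496.7, chromosome 19 from 29367455 to 29388095), was at 35.1 ± 13.3 TPM (SD, n = 5), between 17.7 and 51.6 TPM. Abhd14b, a hydrolase gene (ENSMUSG00000042073.15, chromosome 9 from 106447459 to 106452923), was at 7.40 ± 1.25 TPM (SD, n = 5). The other 4 labelled genes were below 1 TPM in the mean. Mup1 (ENSMUSG00000078683.9, chromosome 4 from 60498012 to 60501960) was at 0.220 ± 0.321 TPM and Mup11 (ENSMUSG00000073834.10, chromosome 4 from 60658466 to 60662411) at 0.671 ± 1.11 TPM (SD, n = 5), and both share reads with near-identical copies; Mup1 was at 0.0815 TPM without tumor 3 and Mup11 at 0.186 TPM without tumor 5. Serpina1d, an alpha-1-antitrypsin gene with close copies (ENSMUSG00000071177.4, chromosome 12 from 103763594 to 103773592), was at 0.994 ± 1.64 TPM, with 3.90 TPM in tumor 5 and 0 to 0.493 TPM in the others. Mettl7b (ENSMUSG00000025347.4, chromosome 10 from 128958274 to 128960988) was at 0.419 ± 0.442 TPM, with 1.20 TPM in tumor 5 and 0.128 to 0.309 TPM in the others.

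Within the urea cycle, Arg1 was at 98.2 ± 39.6 TPM and Ass1 at 60.7 ± 14.8 TPM, whereas Cps1, its entry enzyme, was at 0.115 ± 0.180 TPM and Otc at 0.0403 ± 0.0807 TPM (SD, n = 5), which without tumor 5 were 0.0362 and 0.00441 TPM. Arg1 did not follow Alb. It was at 115 TPM in tumor 5 and 59.55 to 158.5 TPM in the others, whereas Alb was lowest in tumor 5 (217 against 1005 to 1688 TPM). Which cells of the tumors expressed Arg1 was not tested. Of 25 genes for plasma proteins, 15 were detected in every tumor. Of 13 genes of bile acid synthesis, 6 were detected and 7 were under 1 TPM in every tumor. Cyp7a1, the rate-limiting enzyme of the classical pathway, had 2 reads in the 5 tumors together, and Cyp8b1, which directs synthesis to cholic acid, was at 0.0337 ± 0.0517 TPM (SD, n = 5), or 0.0108 TPM without tumor 5. Cyp27a1 of the alternative pathway was at 17.5 ± 4.89 TPM (SD, n = 5). Of 18 bile acid transporters and receptors, 4 were detected; Slc10a2 (ASBT) was at 0.0894 ± 0.0569 TPM, Nr1h4 (FXR) at 1.54 ± 0.71 TPM and Gpbar1 (TGR5) at 0.0570 ± 0.0531 TPM (SD, n = 5), the last at 0.0352 TPM without tumor 5. Cholesterol genes were detected in 18 of 19 cases, among them Fdps at 40.8 ± 13.8 TPM and Sqle at 27.8 ± 14.0 TPM (SD, n = 5), which encode enzymes of cholesterol synthesis. Of 12 hepatocyte transcription factors, 2 were detected in every tumor and 3 were under 1 TPM in every tumor. Hnf4a and Foxa3 were under 1 TPM in tumor 5 only. Hnf4a was at 0.733 TPM there and 14.8 to 28.5 TPM in the others (1.60 and 13.7 to 22.3 TPM without transcripts of an effective length under 100 bases). Foxa3 was at 0.884 TPM there and 6.49 to 9.46 TPM in the others. Foxa2 was at 23.1 ± 12.3 TPM, with 2.73 TPM in tumor 5 and 23.4 to 35.8 TPM in the others. Oncofetal and progenitor genes (6 of 14 detected) exceeded the adult enzymes in mean log2(TPM + 1) by 1.18 ± 0.32 (SD, n = 5; higher in 5 of 5 tumors; exact two-sided sign-flip test, p = 0.063, the smallest that 5 tumors allow). Afp was below Alb, with a difference of -0.47 ± 0.10 on the log2 scale (SD, n = 5; lower in 5 of 5 tumors; exact two-sided p = 0.063), and with 5 tumors neither test can reach 0.05.

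On CPM (expected counts scaled to a total of 1000000, without length correction) these 2 differences were 1.81 for the oncofetal genes and -0.94 for Afp, and the former was 1.89 with a pseudocount of 0.1 and 1.95 with medians over members, none of which turned a direction. In TPM recomputed without transcripts of an effective length under 100 bases, 6 of 12 transcription factors, 9 of 14 oncofetal genes and 3 of 21 major urinary protein genes were detected in every tumor, as were 7 of 20 adult enzymes, with 5 under 1 TPM in every tumor.

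**Figure D1:**
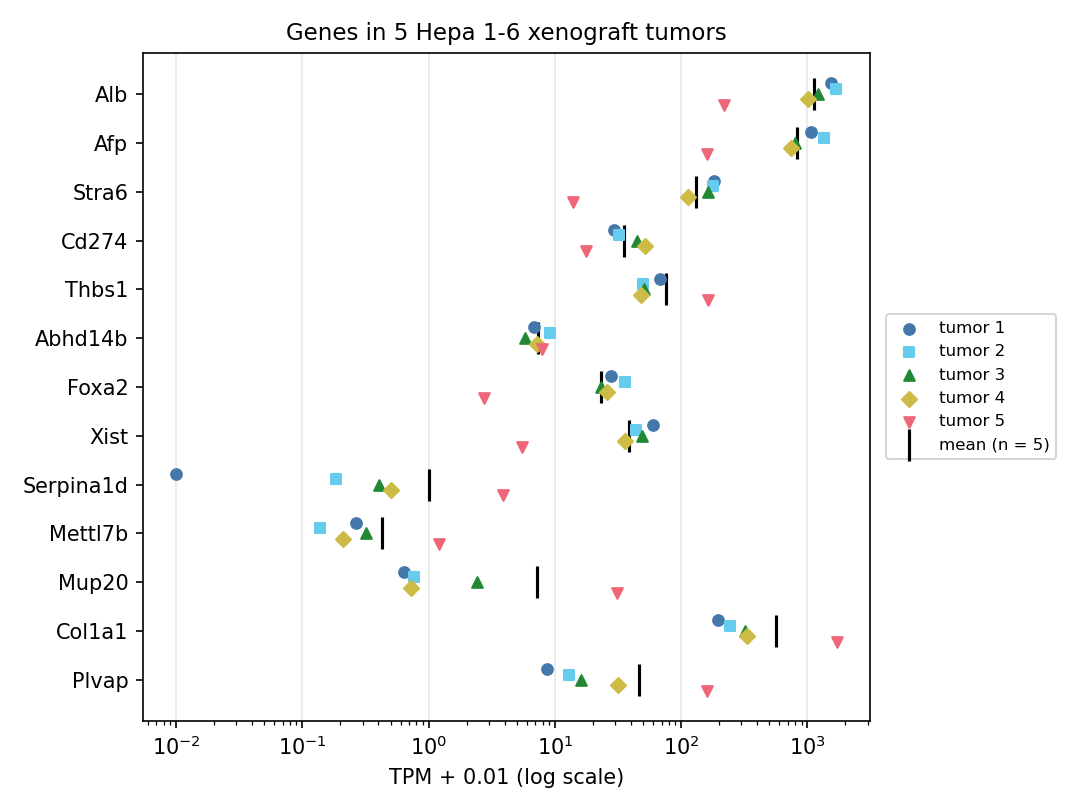
TPM of 13 genes in each of the 5 xenograft tumors, on a log scale after adding 0.01; each symbol is a tumor and the black bar is the mean (n = 5). Tumor 5 lies lowest for Alb (217 TPM against 1005 to 1688), Afp (161 against 737 to 1343), Stra6, Foxa2 and Xist, and highest for Mup20 (31.3 against 0.625 to 2.43), Col1a1 (1713 against 196 to 332; 2591 against 160.2 to 427 without short transcripts) and Plvap.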

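The spread between the 5 xenograft tumors came mostly from tumor 5, which had lower Alb, Afp and hepatocyte transcription factor genes and higher endothelial and matrix genes than the others. Across genes, Spearman's rho between the expected counts of a pair of tumors was 0.967 to 0.991 in the 6 pairs without tumor 5 and 0.823 to 0.896 in the 4 pairs with it, where genes are not independent replicates. Tumor 5 stood apart from the other tumors in 2184 of 14179 genes (887 with the highest and 1297 with the lowest value), against 29, 43, 24 and 69 genes for tumors 1, 2, 3 and 4. On log2 CPM, a tumor was counted as apart where its gap to the nearest other tumor, divided by the range of all 5, was above 0.71. For normal values chance gives this for about 1 gene in 20, but genes measured in the same tumors are not independent. Mylpf, a myosin light chain of fast skeletal muscle, had the smallest p for variation and was at 393 TPM in tumor 4, 55.9 TPM in tumor 1 and 2.36 to 3.26 TPM in the others. Among the 10 genes with the smallest p were also H19, Meg3, Mest, Prn, the endothelial receptor Kdr and the matrix gene Fbn2, each highest in tumor 5, and Ighg1, Pygm and Ttn, each highest in tumor 4. For example, Mest was at 109.8 TPM in tumor 5 and 1.07 to 4.63 TPM in the others, and Kdr at 22.2 TPM against 0.873 to 1.54 TPM.

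Variation of each gene beyond that of genes of like abundance was tested with edgeR's quasi-likelihood dispersions on rounded expected counts. No gene passed at an adjusted p under 0.05 (the smallest was 0.884 by edgeR with Benjamini-Hochberg adjustment). In edgeR 604 of 14179 genes had an unadjusted p under 0.05, no more than chance gives. By limma-voom 0 genes were called (605 unadjusted), and DESeq2 marked 0 genes as dispersion outliers. Dispersions spread so widely around the trend (1.94 prior degrees of freedom) that the edgeR test could hardly call a gene. H19, at 183 TPM in tumor 5 and 2.38 to 31.4 TPM in the others, had an unadjusted p of 0.00934 by edgeR. The 0 calls therefore do not show that the tumors were alike. An adjustment over each list alone was outside the plan, which adjusted over all genes. It was not corrected for the 34 lists tried, so it does not replace the planned result. Adjusted over the list alone, 9 of 9 endothelial genes passed in edgeR (smallest adjusted p = 0.0362; 9 of 9 highest in tumor 5), as did 2 of 2 muscle genes tested and 1 of 2 adipocyte genes tested (Fabp4, which endothelial cells also express), and 0 genes of the other 31 lists. Over the list alone in edgeR, without tumor 5, 5 of 9 endothelial genes (smallest adjusted p = 0.0457), 10 of 15 macrophage genes (0.0406), 2 of 6 B and plasma cell genes (0.00231), 3 of 3 muscle genes (0.000167), 1 of 10 oncofetal genes (0.00918), 1 of 3 Kupffer cell genes (0.00821), 1 of 3 stellate cell genes (0.00625) and 1 of 2 adipocyte genes (0.0142) passed. Without a filter on low counts, 11 of 15 fibroblast genes (smallest adjusted p = 0.0198), 5 of 12 transcription factor genes (0.0287), 6 of 14 oncofetal genes (0.0118) and 3 of 8 B and plasma cell genes (0.0247) passed as well, and with a mean of at least 50 counts no adipocyte gene did (0.0554).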

Because the differences in gene expression indicated that the xenograft model did not adequately recapitulate tumors that develop within the liver microenvironment, we focused subsequent studies on the DEN-induced tumor model.

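General macrophage genes were abundant in the xenograft tumors, and markers of Kupffer cells, the resident macrophages of the liver, were low. Lyz2 was at 955 ± 429.8 TPM and the complement gene C1qa at 352 ± 228 TPM (SD, n = 5), whereas the Kupffer cell markers Clec4f and Timd4 were at 0.0367 ± 0.0480 and 0.177 ± 0.0844 TPM (SD, n = 5). The highest members of the Kupffer cell list were Marco at 2.11 ± 2.22 TPM and Cd5l at 1.26 ± 1.78 TPM (SD, n = 5). Marco reached 5.98 TPM in tumor 5 and Cd5l 4.37 TPM in tumor 4. The endothelial genes Plvap and Pecam1 were at 46.1 ± 64.8 and 30.3 ± 38.6 TPM (SD, n = 5), with 161 and 98.9 TPM in tumor 5 and at most 31.6 and 20.2 TPM in another, whereas Stab2 and Lyve1 of liver sinusoidal endothelium were at 0.126 ± 0.119 and 0.269 ± 0.166 TPM (SD, n = 5). Other members of the sinusoidal list were higher. Gata4 was at 0.382 TPM in tumor 5 and 3.95 to 5.35 TPM in the others, opposite to the endothelial genes (9 of 9 highest in tumor 5). Which cells expressed Gata4 was not tested. Fcgr2b was detected in every tumor, and the list summed to 128 ± 89.3 TPM (SD, n = 5). The matrix genes Sparc and Dcn were at 678 ± 793 and 693 ± 251 TPM (SD, n = 5), Sparc with 2092 TPM in tumor 5 and 237 to 422 TPM in the others, whereas Reln and Lrat of hepatic stellate cells were at 0.0508 ± 0.0447 and 0.000788 ± 0.00176 TPM (SD, n = 5). Without tumor 5, Clec4f was at 0.0183 TPM and Stab2 at 0.0770 TPM, and Lrat had 1 read, in tumor 3.

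By list, 14 of 15 macrophage and monocyte genes and 0 of 5 Kupffer cell genes were detected in every tumor. The mean log2(TPM + 1) of the former exceeded that of the latter by 4.63 ± 0.54 (SD, n = 5; higher in 5 of 5 tumors). Endothelial genes (7 of 9 detected) exceeded liver sinusoidal genes (1 of 6 detected, Fcgr2b, which macrophages and B cells also express) by 1.85 ± 1.50 (SD, n = 5; higher in 5 of 5), with 4.46 in tumor 5 and 0.79 to 1.71 in the others. Fibroblast and matrix genes (15 of 15 detected) exceeded stellate cell genes (1 of 7 detected, Des, which muscle also expresses) by 5.74 ± 0.94 (SD, n = 5; higher in 5 of 5), with 7.37 in tumor 5 and 5.05 to 5.60 in the others. Macrophage genes exceeded T cell genes (10 of 11 detected) by 1.31 ± 0.70 (SD, n = 5; higher in 5 of 5), with 2.53 in tumor 5 and 0.86 to 1.22 in the others. For each of these 4 differences the exact two-sided sign-flip test over tumors gave p = 0.063, the smallest that 5 tumors allow, so no difference between lists could reach 0.05. The lists hold different genes and no liver sample was compared, so the sign depends partly on the genes chosen. A difference therefore does not show that a cell type of the liver is missing. F4/80, encoded by Adgre1, was at 90.8 ± 159 TPM and at 19.8 TPM without tumor 5 (61.4 ± 54.9 over all 5 without transcripts of an effective length under 100 bases, with 156 in tumor 5 and 21.2 to 58.9 in the others) and CD11b, encoded by Itgam, at 12.8 ± 6.24 TPM (SD, n = 5). All 15 genes of antigen presentation and checkpoint ligands were detected, with B2m at 3829 ± 586 TPM (SD, n = 5), and 5 of 8 genes of NK and cytotoxic cells, 5 of 8 of dendritic cells, 4 of 10 of neutrophils and 1 of 8 of B and plasma cells were detected. Without short transcripts, 1 of 5 Kupffer cell and 2 of 8 B and plasma cell genes were detected.

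Of 27 lists with at least 4 members tested, 12 varied between the tumors more than random lists of like abundance (one-sided permutation test with 10000 random lists, adjusted p under 0.05; the p compares genes within these 5 tumors, not tumors in general). The endothelial, fibroblast, macrophage and hepatocyte transcription factor lists had a permutation p of 0.0001, the smallest that 10000 random lists can give (adjusted p = 0.000675). Tumor 5 was highest for 9 of 9 endothelial, 14 of 15 fibroblast and 13 of 15 macrophage genes, and lowest for 9 of 11 transcription factors, 14 of 19 cholesterol genes (adjusted p = 0.00108 by the permutation test) and 10 of 12 hypoxia genes (adjusted p = 0.00315). The B and plasma cell list (adjusted p = 0.00501 by the permutation test) was highest in tumor 4 for 3 of 5 genes. The other called lists were proliferation, plasma proteins and bile acid transport (each adjusted p = 0.0378), oncofetal genes (0.0408) and antigen presentation (0.0425). Skeletal muscle genes were at a summed 12190 TPM in tumor 4, 1686 TPM in tumor 1 and 4.52 to 21.2 TPM in the others; without short transcripts the sums were 3858, 597 and 10.1 to 11.6 TPM. Xist, which X-inactivating cells express, was at 5.49 TPM in tumor 5 and 35.8 to 59.5 TPM in the others, and the Y-linked gene Eif2s3y at 18.4 and 4.45 to 10.6 TPM; the host mice were male.

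Without tumor 5, 16 lists were called, 9 of them among the 12, and 8 were called without tumor 4, all among the 12; the endothelial difference was 1.19 without tumor 5, 2.84 with medians over members and 3.06 with a pseudocount of 0.1. Over the alternatives the adjusted p by the permutation test was 0.000386 to 0.0514 for transcription factors, 0.0272 to 0.581 for bile acid transport and 0.000386 to 0.331 for oncofetal genes, whose calls were lost without tumor 5 (at 0.0514, 0.318 and 0.167), and 0.000933 to 0.0992 for B and plasma cells, 0.00280 to 0.175 for antigen presentation and 0.000425 to 0.0556 for plasma proteins, whose calls were lost without tumor 4, as was that of oncofetal genes (0.0556).

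From the differences in gene expression between the xenograft and the DEN-induced tumors (Figures 1G and 1H), the paper concludes that the xenograft does not adequately model tumors formed within the liver, and it turned to DEN-induced tumors for its later experiments.

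**Figure D2:**
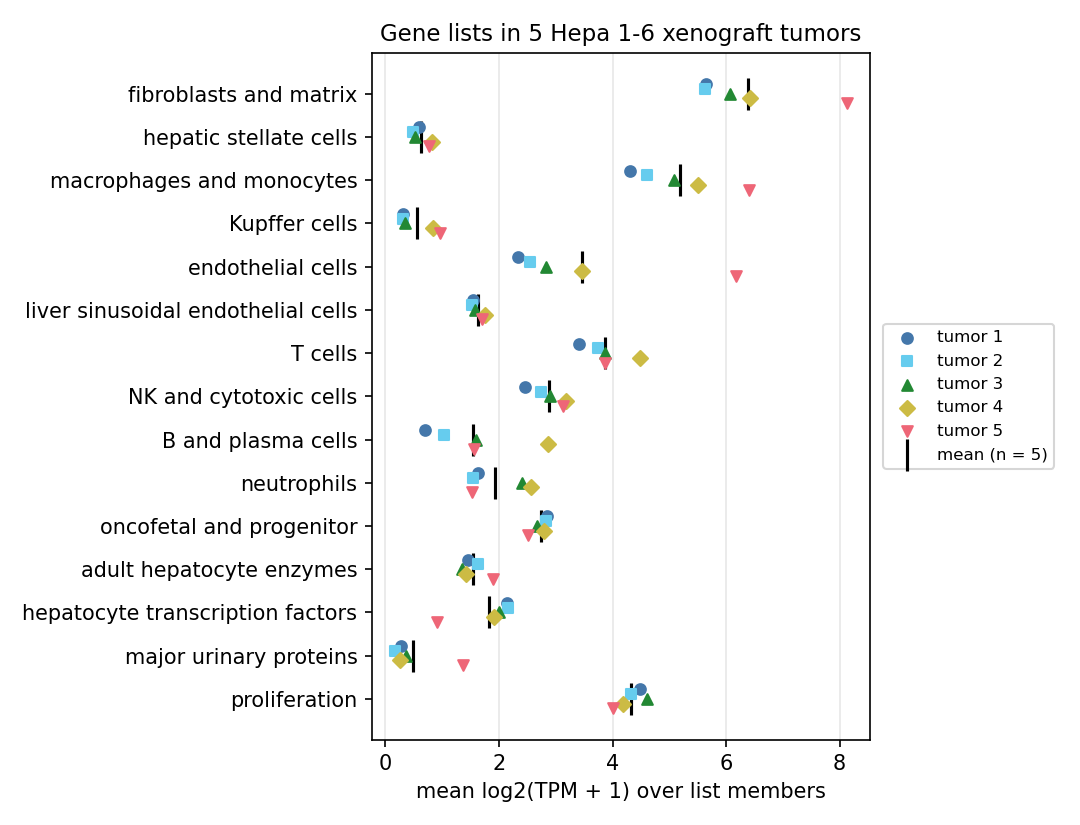
Mean log2(TPM + 1) over the members of 15 gene lists in each of the 5 xenograft tumors; each symbol is a tumor and the black bar is the mean. Macrophage, endothelial and fibroblast lists lie to the right of the Kupffer cell, sinusoidal and stellate cell lists in each tumor, with means of 5.18 against 0.55, 3.47 against 1.62 and 6.38 against 0.64.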

### Short-term stimulation of the HSPCs’ response is insufficient to control tumor growth

Previously, we used long-term dietary exposure to study tumor behavior over a 36-week study. This approach elicited different degrees of HSPC responses, which may have contributed to divergent tumor outcomes between the diet groups.^3^ Here, we tested whether reducing the duration of diet exposure could differentially affect HSC responses and tumor outcomes. Because prolonged stimulation by diet can also lead to HSC exhaustion, we investigated whether a shorter, high-intensity induction of HSC responses would confer improved protective outcomes. Thus, we subjected 22-week-old mice to 14 weeks of diets that varied in their composition. We used high-sucrose (HS), NC with CA 0.5% (CA), or HS_Chol2%_CA (a cholesterol rich diet with CA) diet challenges, while control mice were DEN-injected and fed NC diet (Figure 2A).

**Figure 2:**
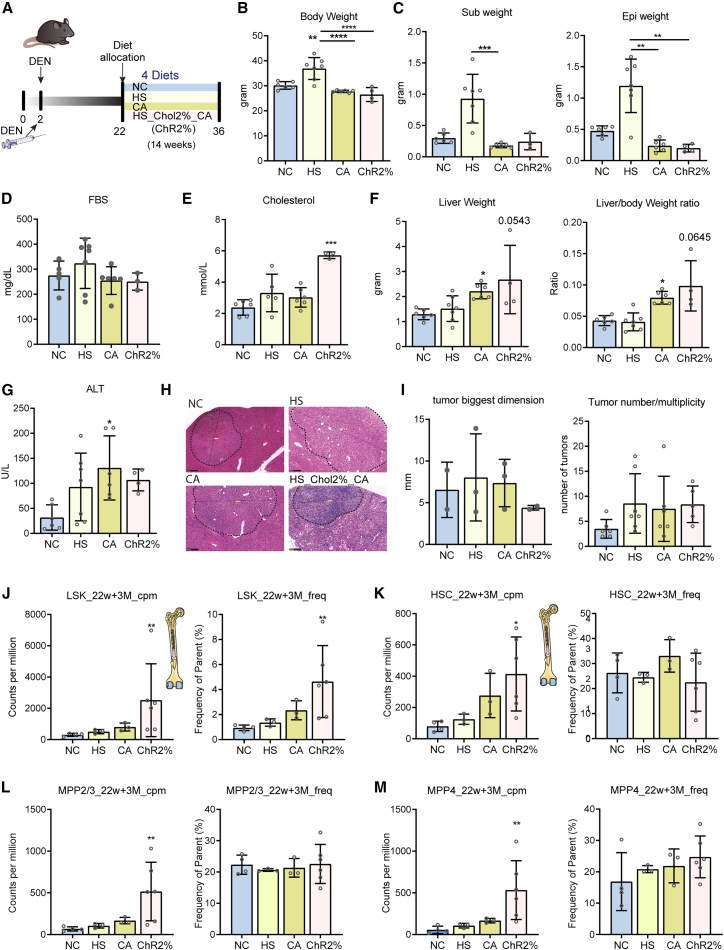
Short-term dietary challenge in a DEN tumor model did not show a synergism between diet and DEN tumors (A) Schematic shows the experimental plan with DEN injection (25 mg/kg) at the age of 2 weeks, 14 weeks of dietary challenge starting at 22 weeks of age (n = 5–7 mice/group). (B and C) HS diet increased mouse body weights as well as subcutaneous (sub) and epididymal (epi) adipose tissue weights (NC, *n* = 6; HS, *n* = 7; CA, *n* = 6; HS_Chol2%_CA, *n* = 5). (D) A higher trend in fasting blood glucose (FBS) in HS diet fed mice (NC, *n* = 5; HS, *n* = 7; CA, *n* = 6; HS_Chol2%_CA, *n* = 3). (E) Plasma cholesterol was highest in HS_Chol2%_CA diet fed mice (NC, *n* = 6; HS, *n* = 5; CA, *n* = 6; HS_Chol2%_CA, *n* = 3). (F) Liver weight and liver/body weight ratio were higher in CA and HS_Chol2%_CA diet fed mice (NC, *n* = 6; HS, *n* = 7; CA, *n* = 6; HS_Chol2%_CA, *n* = 5). (G) Higher alanine aminotransferase (ALT) levels in HS (a trend), CA (*p* < 0.05), and HS_Chol2%_CA (a trend) diet fed mice (NC, *n* = 6; HS, *n* = 7; CA, *n* = 6; HS_Chol2%_CA, *n* = 4). (H) Representative photomicrographs of H&E-stained liver sections from each diet group (original magnification, ×10; scale bar, 250 μm). (I) Similar tumor burden between HS_Chol2%_CA and NC diet fed mice (only animals with measurable tumors were included: NC, *n* = 2; HS, *n* = 3; CA, *n* = 3; HS_Chol2%_CA, *n* = 2). (J) Number and frequency of Lin^−^Sca-1^+^c-Kit^+^ cells (LSKs) increased in HS_Chol2%_CA diet group, with a higher trend in CA diet fed mice (NC, *n* = 4; HS, *n* = 3; CA, *n* = 3; HS_Chol2%_CA, *n* = 6). (K) The number and frequencies of hematopoietic stem cells (HSCs) (long-term and short-term HSCs) between diet groups. (L and M) Higher number of multipotent progenitor cells (MPPs) 2/3 (L) and MPP4 (M) in HS_Chol2%_CA diet group. Error bars represent mean ± 1 standard deviation (SD). One-way ANOVA followed by Tukey’s HSD post-hoc test (parametric data) or the Kruskal–Wallis test followed by Dunn’s post-hoc test (non-parametric data) were used for statistical analysis (∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05). NC, normal chow; HS, high sucrose; CA, cholic acid; HS_Chol2%_CA, high sucrose + high cholesterol (2%) + cholic acid.

Mice exposed to the HS diet had higher body weights and adipose tissue mass and exhibited a trend toward higher blood glucose levels (Figures 2B–2D). Mice fed the HS_Chol2%_CA diet had higher blood cholesterol levels (Figure 2E). Both CA and HS_Chol2%_CA diets increased liver weight and liver/body weight ratio (Figure 2F). Plasma alanine aminotransferase (ALT) levels were elevated in the HS, CA (*p* < 0.05), and in the HS_Chol2%_CA diet compared to control mice (Figure 2G). These findings suggest that dietary composition differentially impacts metabolic and liver-related parameters in the context of DEN-induced tumorigenesis. Notably, we did not detect significant differences in liver tumor burden between mouse groups exposed to these dietary interventions (Figures 2H and 2I) suggesting that chronic dietary exposure, as reported previously,^3^ is required to elicit differential tumor growth.

Importantly, flow cytometry of HSPCs from the mice revealed no response to an HS diet (compared to NC diet) and a trend toward an elevated HSC response in mice fed the CA diet. On the other hand, long-term exposure to the HS diet elicited a subtle HSC response alongside increased tumor burden in our previous study.^3^ In contrast, the HS_Chol2%_CA diet group exhibited significantly higher numbers and frequencies of LSK cells (Figure 2J), and the numbers of HSC, MPP2/3, and MPP4 cells (Figures 2K–2M), although no differences were observed in the frequencies of their subpopulations (Figures 2K–2M). The MPP2/3 are myeloid biased cells and generate all myeloid lineages, while MPP4 cells are biased toward lymphoid cells.^21^^,^^22^ Notably, short-term exposure to cholesterol and CA stimulated an HSPC response but did not alter tumor burden, indicating that long-term stimulation of HSPC is required for a protective effect.

### Bile acid biosynthesis modulates bone marrow HSPC responses

Our current and previous DEN tumor studies show that diet exposure time is an important factor in modulating the HSPC response.^3^ To define the minimal requirements for HSPC stimulation, we examined HSPC changes in previous non-tumor dietary studies.^2^ The diets encompassed different combinations of sucrose and cholesterol, with and without CA, namely: (A) NC; (B) HS; (C) high-sucrose + high cholesterol (2%) (HS_Chol2%); (D) HS + high cholesterol 2% + CA 0.5% (HS_Chol2%_CA); (E) high cholesterol 2% + CA 0.5% (Chol2%_CA); and (F) CA 0.5% (CA) (Figure 3A).

**Figure 3:**
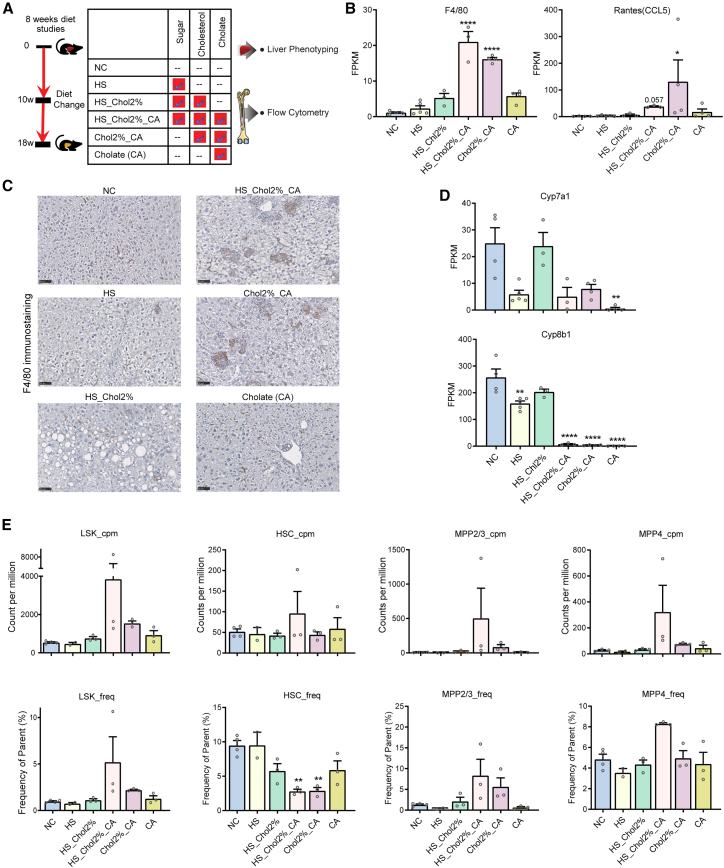
Dietary challenge in mice induced a spectrum of liver pathologies and bone marrow hematopoiesis responses (A) Schematics show the composition of 6 diets. (B) Liver inflammatory markers are upregulated in diets containing cholesterol and cholic acid (NC, *n* = 4; HS, *n* = 5; HS_Chol2%, *n* = 3; HS_Chol2%_CA, *n* = 3; Chol2%_CA, *n* = 4; CA, *n* = 4). (C) Representative photomicrographs of liver F4/80 immunostaining showing increased macrophage infiltration in livers of mice fed cholesterol- and cholic acid-containing diets (original magnification ×40; scale bar, 50 μm). (D) Suppression of bile acid biosynthesis in mice exposed to cholic acid (NC, *n* = 4; HS, *n* = 5; HS_Chol2%, *n* = 3; HS_Chol2%_CA, *n* = 4; Chol2%_CA, *n* = 4; CA, *n* = 4). (E) Higher number of Lin^−^Sca-1^+^c-Kit^+^ (LSK) cells in mice fed the diet containing cholesterol and cholic acid (NC, *n* = 4; HS, *n* = 2; HS_Chol2%, *n* = 3; HS_Chol2%_CA, *n* = 3; Chol2%_CA, *n* = 3; CA, *n* = 3). Error bars represent mean ± 1 standard deviation (SD). One-way ANOVA followed by Tukey’s HSD post-hoc test (parametric data) or the Kruskal–Wallis test followed by Dunn’s post-hoc test (non-parametric data) were used for statistical analysis (∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05).

The expression of the macrophage marker F4/80 and the inflammatory marker Rantes within the liver was upregulated in diets that contained both CA and cholesterol: HS_Chol2%_CA, and Chol2%_CA (Figure 3B). Notably, no significant difference was observed between HS_Chol2%_CA, and Chol2%_CA diets, indicating a synergistic effect of CA with cholesterol. We noticed a higher trend in the expression of macrophage markers in the HS_Chol2%, and CA diet fed mice (Figure 3B). Immunostaining for F4/80 confirmed significant accumulation of macrophages in diets containing both cholesterol and CA (Figure 3C). The HS_Chol2% diet showed a degree of immune infiltration, while the high-sucrose diet alone failed to induce inflammation. Examining liver metabolic responses to dietary challenge showed that the expression of genes related to bile acid synthesis such as *Cyp7a1* and *Cyp8b1* was consistently and significantly lower in mice exposed to diets with added CA (Figure 3D). Exposure to sucrose also reduced the expression of these markers (Figure 3D). High-sucrose diets have been reported to affect bile acid synthesis and metabolism.^23^ This modulation of bile acid homeostasis with long-term sucrose exposure may have contributed to the weak HSPC response we observed previously.^3^

Investigation of bone marrow HSCs via flow cytometry analysis of mice on these diets revealed a trend toward increased number and percentage of LSKs or HSPCs in diets enriched in cholesterol and CA (Figure 3E). Importantly, the HS_Chol2% diet (without CA) and CA diet did not have a significant impact on the bone marrow-HSPCs response (Figure 3E). Overall, these findings highlight the essential roles of specific components, particularly cholesterol and CA, in driving HSPC responses.

Further analysis of the HSPC sub-populations indicated an increasing trend in MPP2, MPP3, and MPP4 in diets enriched in cholesterol and CA. The number of HSCs (long-term and short-term HSCs) was not different between diets, although their frequencies were decreased in diets that contained cholesterol and CA (Figure 3E). This decrease in HSC frequency can be attributed to the fact that the majority of LSKs (the parent cells utilized to calculate HSC frequencies) in diets that contained cholesterol and CA were of the multipotent progenitor cell population. Our findings suggest a systemic response and overall activation of bone marrow HSCs as well as their differentiation into progenitor cells in diets that contain both cholesterol and CA (Figure 3E).

Shortening the duration of dietary exposure showed that feeding mice the HS_Chol2%_CA diet consistently activates HSC responses. To further understand the underlying mechanisms, we measured serum bile acid levels to assess changes in bile acid profiles. Interestingly, CA levels were reduced in the HS_Chol2%_CA group, whereas its byproducts taurocholic acid (T-CA), taurodeoxycholic acid (T-DCA), glycocholic acid (G-CA), and glycodeoxycholic acid (G-DCA) levels were increased (Figures 4A–4E). Notably, T-CA has been shown to support HSC growth *in vitro* and promote HSC expansion in the fetal liver.^4^ Thus, the increase in circulating T-CA may have contributed to the observed expansion of HSCs in the HS_Chol2%_CA diet group.

**Figure 4:**
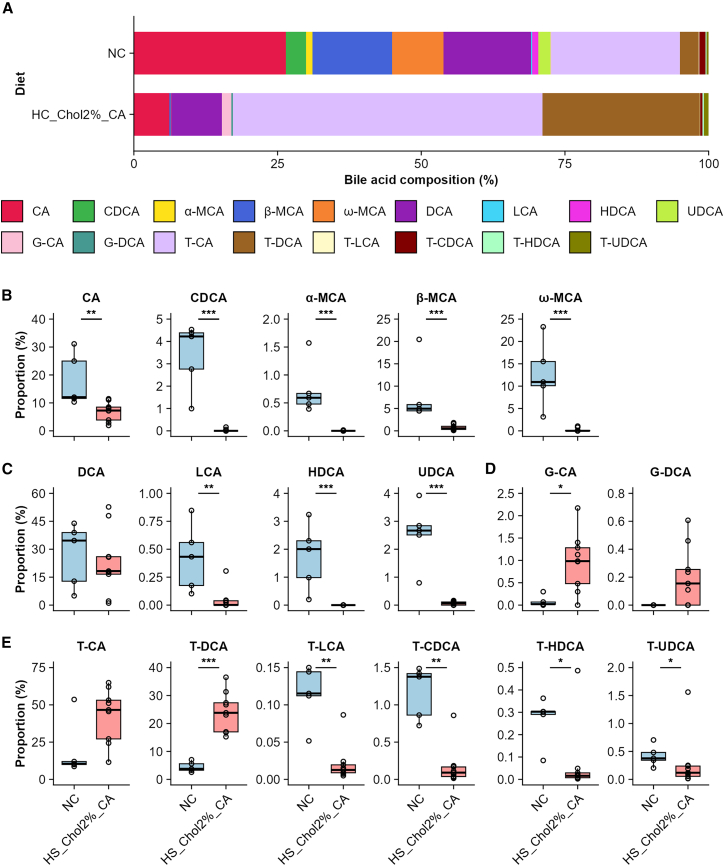
The HS_Chol2%_CA diet causes a dramatic shift toward taurine-conjugated bile acids such as taurocholic acid (T-CA), with higher serum levels of the secondary bile acid deoxycholic acid (DCA), while cholic acid levels are reduced (A) The bile acid composition between mice on NC or HS_Chol2%_CA diet. (B–E) The proportion of primary bile acids (B), secondary bile acids (C), glycine-conjugated bile acids (D), and taurine-conjugated bile acids (E) to the total bile acids in mice on NC or HS_Chol2%_CA diet. In each boxplot, the bottom, middle, or upper line indicates first quartile, median, or third quartile, respectively. The whiskers extend no greater than 1.5 times the interquartile range, and all data are shown as points. Two-tailed Mann-Whitney test was used for statistical comparison between NC and HS_Chol2%_CA diet groups (∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05) (NC, normal chow, *n* = 5; HS_Chol2%_CA, high sucrose + high cholesterol (2%) + cholic acid, *n* = 9). CA, cholic acid; CDCA, chenodeoxycholic acid; DCA, deoxycholic acid; G-CA, glycocholic acid; G-DCA, glycodeoxycholic acid; HDCA, hyodeoxycholic acid; LCA, lithocholic acid; T-CA, taurocholic acid; T-DCA, taurodeoxycholic acid; T-LCA, taurolithocholic acid; T-UDCA, tauroursodeoxycholic acid; T-CDCA, taurochenodeoxycholic acid; T-HDCA, taurohyodeoxycholic acid; UDCA, ursodeoxycholic acid; α-MCA, alpha-muricholic acid; β-MCA, beta-muricholic acid; ω-MCA, omega-muricholic acid.

We previously reported that treatment with SC-435, a selective inhibitor of the apical sodium-dependent bile acid transporter (ASBT), alters bile acid composition, characterized by increased CA and a marked reduction in serum T-CA levels.^24^ Here, we further analyzed the cytometry data on bone marrow HSPC populations from mice in that study (Figure 5A). In this model, detailed quantification of liver injury and inflammatory markers has been reported^24^ and phenotypic data in Figures 5A–5D are provided as contextual information. The decreasing trend in *CD11b* mRNA expression indicates a reduction in myeloid cell infiltration in the livers of mice fed the HS_Chol2%_CA diet and treated with SC-435 (Figure 5B). SC-435 treatment also resulted in a reduction in liver cholesterol levels (*p* < 0.01), although levels remained substantially elevated compared with normal controls (Figure 5C). Moreover, SC-435 enhanced hepatic *Cyp7a1* mRNA expression, a key marker of bile acid biosynthesis, in the NC group. Although *Cyp7a1* expression was suppressed in mice fed the HS_Chol2%_CA diet, SC-435 normalized *Cyp7a1* expression and effectively reversed the inhibitory effect of CA (Figure 5D).

**Figure 5:**
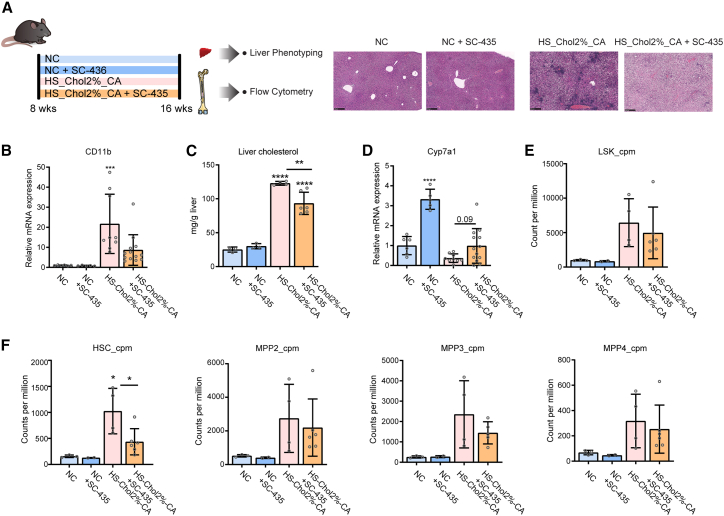
Regulating bile acids metabolism can regulate bone marrow HSPCs response (A) Experimental design and liver histology of HS_Chol2%_CA diet study with or without SC-435 (original magnification ×10; scale bar, 250 μm). (B) Relative mRNA expression of *CD11b* shows SC-435 treatment alleviated liver immune cell infiltration (NC, *n* = 6; NC + SC-435, *n* = 5; HS_Chol2%_CA, *n* = 9; HS_Chol2%_CA + SC-435, *n* = 13). (C) Mice fed the HS_Chol2%_CA diet showed increased total liver cholesterol while adding SC-435 slightly reduced total liver cholesterol (NC, *n* = 3; NC + SC-435, *n* = 3; HS_Chol2%_CA, *n* = 4; HS_Chol2%_CA + SC-435, *n* = 6). (D) SC-435 increased liver *Cyp7a1* mRNA expression (NC, *n* = 6; NC + SC-435, *n* = 5; HS_Chol2%_CA, *n* = 9; HS_Chol2%_CA + SC-435, *n* = 13). (E) Feeding mice the HS_Chol2%_CA diet increased Lin^−^Sca-1^+^c-Kit^+^ (LSK) cell numbers in the bone marrow, while SC-435 treatment showed a trend toward reducing the LSK response. (F) The analysis of bone marrow hematopoietic stem and progenitor cell (HSPC) subpopulations (LSK cells) shows reduction in the number of hematopoietic stem cells (HSCs) with SC-435 treatment in mice on HS_Chol2%_CA diet (NC, *n* = 3; NC + SC-435, *n* = 2; HS_Chol2%_CA, *n* = 4; HS_Chol2%_CA + SC-435, *n* = 6). See also Figure S1. Error bars represent mean ± 1 standard deviation (SD). One-way ANOVA followed by Tukey’s HSD post-hoc test (parametric data) or the Kruskal–Wallis test followed by Dunn’s post-hoc test (non-parametric data) were used for statistical analysis (∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05).

Analysis of bone marrow flow cytometry data revealed a reduction in the number of HSCs (*p* < 0.05) in HS_Chol2%_CA diet-fed mice treated with SC-435, but not in LSKs which consists of HSCs and MPPs (Figures 5E, 5F, and S1). This reduction in HSC numbers indicates that biosynthesis of bile acids as measured using *Cyp7a1* mRNA expression, and plausibly a change in serum bile acid profile with reduction of taurocholic acid (as we reported previously in these mice^24^) may have a role in reducing the stimulatory effects on HSCs expansion. Although the number of bone marrow progenitor cells remained high, the immediate impact on liver immune responses was attenuated.

## Discussion

We previously reported that metabolic perturbations in the liver lead to increased hepatic immune activity that is associated with elevated bone marrow HSPC activity. However, the key hepatic drivers of this liver-bone marrow cross-talk remained unclear. In the present study, we investigated how dietary composition, exposure duration, and tumor burden influence the liver-bone marrow interaction. Using a xenograft tumor model, we found that only very large tumors could elicit an HSC response, making it unlikely that smaller intrahepatic tumors drive this effect. Shortening exposure to an HS_Chol2%_CA diet in a DEN-induced liver tumor model was sufficient to activate HSPCs but did not reduce tumor burden, indicating that the duration of stimulation is critical for differential tumor outcomes. Further studies in a non-tumor model revealed that in mice fed cholesterol and CA, serum levels of CA were reduced while levels of its byproduct taurocholic acid were increased. Previous work has shown that taurocholic acid preferentially supports HSCs expansion over the broader Lin^−^ and LSK populations, both *in vitro* and *in vivo*.^4^ We previously found that restoring bile acid synthesis using the ASBT inhibitor SC-435 reduced serum taurocholic acid levels. Here, we show that this reduction is associated with decreased HSC numbers but does not affect progenitor cells, identifying HSCs as the primary population regulated by bile acids in our model system.

Time is a critical determinant of biological and therapeutic outcomes, particularly in immunometabolic regulation. Using comparable dietary interventions in tumor-bearing mice with differing durations of exposure, we demonstrated that short-term increases in bone marrow HSC activity do not alter tumor outcomes, whereas long-term, sustained liver immune responses are required to achieve differential tumor effects.^3^ This provides important evidence that modulation of bile acid signaling to stimulate HSPCs does not induce overt tolerance or exhaustion of the HSPC compartment. Although the functional efficacy of differentiated immune cells to maintain immune surveillance may decline over time, HSCs themselves exhibited a sustained response, suggesting a degree of resilience within the stem cell pool. This is consistent with findings that bile acids cause expansion of HSCs in fetal liver and protects them from ER stress and the unfolded protein response.^4^ Interestingly, a recent analysis of patients in the IMbrave150 clinical trial (immunotherapy in hepatocellular carcinoma) showed that responders had downregulation in pathways related to cholesterol homeostasis and bile acid synthesis.^25^ Consistent with the broader concept that HSC and MPP engagement drives anti-tumor responses, Priem et al.^26^ developed a bone-marrow-targeted nanobiologic therapy, MTP_10_-HDL (HDL-based nanodiscs), that induces trained immunity by engaging HSCs and MPPs *in vivo*. Treatment with MTP_10_-HDL suppressed tumor growth and enhanced checkpoint inhibitor efficacy. The anti-tumor effect was preserved when bone marrow from treated donors was transplanted into naive recipients, demonstrating that the therapeutic benefit derives from durable reprogramming of the HSC/MPP compartment.

We observed that SC-435 mediated modulation of bile acid synthesis appears to have a greater impact on HSCs, with only modest changes in the heterogeneous LSK compartment, which comprises both HSCs and MPPs. Consistent with this SC-435 reduced phenotypic HSCs numbers while largely sparing MPPs, resulting in an attenuated effect when analyzing the broader LSK population. While our sample size may not have provided sufficient power to detect all differences among HSPC subpopulations, the consistent HSC responses observed across independent experiments support the biological relevance of the reported phenotype. Notably, we previously reported that levels of DCA and T-DCA remain elevated in the SC-435-treated group.^24^ Previous studies have shown that secondary bile acids such as DCA can directly act on myeloid progenitors via the vitamin D receptor (VDR) to promote myelopoiesis.^6^ While bile acid receptors such as FXR and TGR5 are minimally expressed in HSCs,^6^ they are expressed in components of the bone marrow niche, suggesting that bile acids may regulate HSC homeostasis indirectly through niche-mediated mechanisms.^5^

Collectively, our data suggest that HSPC activation occurs largely independently of tumor presence, that short-term diet-based HSPC activation is insufficient for tumor control, and that sustained HSPCs activity may represent a promising immunomodulatory strategy for neoplastic liver disease. The role of taurocholic acid in this process—expanding HSC populations while protecting them from stress—is of interest and warrants further investigation.

### Limitations of the study

This study was conducted exclusively in male mice, and the findings may not capture sex-specific differences in bile acid metabolism or hematopoietic responses, given that estrogen signaling modulates both processes. The translational relevance of the identified liver-bone marrow crosstalk in humans also remains to be established, although the observation that immunotherapy responders in the IMbrave150 trial display downregulation of cholesterol and bile acid pathways is consistent with our findings.

Although we observed associations between circulating taurocholic acid levels and HSC expansion, our data do not establish direct causality. Additional studies using controlled bile acid supplementation or receptor-specific genetic models will be required to determine whether taurocholic acid directly and preferentially regulates HSC activity relative to broader progenitor populations. Furthermore, in the SC-435 study, HSPC subpopulation analyses may have been underpowered to detect differences across all progenitor compartments. The contribution of HSC activation to liver immune surveillance also warrants more formal evaluation using transplantation or lineage-tracing approaches.

Finally, our experiments were performed in young and middle-aged mice with relatively responsive HSC compartments; the findings may therefore not fully reflect HSC biology in aged settings, where stem cell exhaustion, myeloid bias, and clonal hematopoiesis become prevalent. Future longitudinal studies incorporating serial sampling will be needed to define how aging and bile acid profiles jointly influence hematopoiesis and anti-tumor immunity.

## Resource availability

### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Saeed Esmaili ().

### Materials availability

The study did not generate new materials.

### Data and code availability

• Data: Mouse liver RNA-seq data from the xenograft tumor study have been newly generated for this paper and deposited at NCBI GEO; they are publicly available as of the date of publication under accession number GSE325236. Mouse liver RNA-seq data from the six-diet study were previously deposited under accession number GSE325237 and reported in Esmaili et al. (2021; https://doi.org/10.1016/j.cels.2021.04.004). Mouse flow cytometry data, phenotypic measurements, qPCR readouts, and bile acid concentrations underlying the figures have been deposited at Mendeley Data and are publicly available as of the date of publication. Owing to dataset size limits on a single Mendeley repository, flow cytometry data are split across two deposits: flow cytometry data from the six-diet experiment are available under DOI: https://doi.org/10.17632/sfng2h249n.3 (previously released dataset), and all other flow cytometry data together with phenotypic, qPCR, and bile acid source data are available under DOI: https://doi.org/10.17632/xxmyn33ynr.1. Accession numbers and DOIs are listed in the key resources table.
• Code: All original R code used in this study — for processing flow cytometry data, performing RNA-seq differential expression and gene-set enrichment analyses, and analyzing bile acid composition — has been deposited at Mendeley Data and is publicly available as of the date of publication under DOI: https://doi.org/10.17632/xxmyn33ynr.1. The DOI is also listed in the key resources table.
• Other items: Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

S.E. and J.G. are supported by the Robert W. Storr Bequest to the Sydney Medical Foundation, University of Sydney; The Snow Program for Liver Health, Snow Medical Research Foundation; a 10.13039/501100000925National Health and Medical Research Council of Australia (10.13039/501100000925NHMRC) program grant (APP1149976); project grants (APP1107178 and APP1145766) and an Investigator Grant (APP1196492). The mouse tumor studies were supported by the 10.13039/501100007811Sydney Medical School Foundation. G.A.T. and D.V. are supported by scholarships from the University of Sydney. We thank Sally Coulter for performing the bile acid measurements and for providing technical assistance with the analyses. Animal studies, flow cytometry, histological analyses, and RNA-seq experiments were performed at the Westmead Scientific Platforms, which are supported by the Westmead Research Hub, the Westmead Institute for Medical Research, the 10.13039/501100001171Cancer Institute New South Wales, the 10.13039/501100025520Medical Research Future Fund, the 10.13039/501100000925National Health and Medical Research Council, and the 10.13039/501100001047Ian Potter Foundation.

## Author contributions

Conceptualization, S.E.; methodology, S.E., M.K.A., and D.V.; project administration, S.E., M.K.A., and D.V.; resources, S.E. and J.G.; investigation, D.V., M.K.A., G.A.T., V.H., S.D., F.X.H.H.J., M.S., and S.E.; formal analysis, D.V.; visualization, D.V. and M.S.; data curation, S.E.; writing – original draft, S.E. and D.V.; writing – review and editing, M.S., S.E., and J.G.; funding acquisition, J.G. and S.E.; supervision, S.E. and J.G.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work, the authors used ChatGPT (OpenAI) for language editing, and Claude (Anthropic) to assist with the organization of the deposited R analysis code. After using these tools, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rat anti-mouse F4/80 (clone Cl:A3-1)	Bio-Rad	Cat#MCA497
Goat anti-rabbit IgG (H+L) Secondary Antibody, Biotin	Thermo Fisher Scientific	Cat#31820; RRID: AB_228340
APC rat anti-mouse CD117	BD Biosciences	Cat#553356; RRID: AB_398536
PE-CF594 rat anti-mouse CD140A	BD Biosciences	Cat#562775; RRID: AB_2737786
BUV737 rat anti-mouse CD16/CD32	BD Biosciences	Cat#565272; RRID: AB_2739145
Brilliant Violet 510™ rat anti-mouse CD127 (IL-7Rα)	BioLegend	Cat#135033; RRID: AB_2564576
Brilliant Violet 650™ rat anti-mouse CD150 (SLAM)	BioLegend	Cat#115932; RRID: AB_2715765
Brilliant Violet 785™ rat anti-mouse CD90.2 (Thy1.2)	BioLegend	Cat#105331; RRID: AB_2562900
Brilliant Violet 711™ rat anti-mouse Ly-6A/E (Sca-1)	BioLegend	Cat#108131; RRID: AB_2562241
APC/Cyanine7 rat anti-mouse CD48 Antibody	BioLegend	Cat#103432; RRID: AB_2561463
BV421 rat anti-mouse CD34	BD Biosciences	Cat#562608; RRID: AB_11154576
BUV395 rat anti-mouse CD45	BD Biosciences	Cat#564279; RRID: AB_2651134
FITC Armenian hamster anti-mouse/rat CD29	BioLegend	Cat#102205; RRID: AB_312882
PE/Cyanine7 rat anti-mouse CD105	BioLegend	Cat#120410; RRID: AB_1027700
PE rat anti-mouse CD135	BD Biosciences	Cat#553842; RRID: AB_395079
Brilliant Violet 650™ rat anti-mouse/human CD44	BioLegend	Cat#103049; RRID: AB_2562600

**Chemicals, peptides, and recombinant proteins**		

Matrigel® Growth Factor Reduced (GFR) Basement Membrane Matrix, LDEV-free	Corning	Cat#354230
Diethylnitrosamine	Sigma-Aldrich	Cat#73861
SC-435	Lumena/Shire Pharmaceuticals	N/A
tert-Butyl alcohol	Sigma-Aldrich	Cat#360538
Triton X-100	Sigma-Aldrich	Cat#X100
Methanol	Sigma-Aldrich	Cat#E7023
Rodent Decloaker, 10X	Biocare Medical	Cat#RD913
BLOXALL Endogenous Blocking Solution, Peroxidase and Alkaline Phosphatase	Vector Laboratories	Cat#SP-6000-100
Protein Block, Serum-Free	Dako	Cat#X0909
Antibody Diluent, Background Reducing	Dako	Cat#S3022
Streptavidin, Peroxidase	Vector Laboratories	Cat#SA-5004-1
ImmPACT® DAB Substrate, Peroxidase (HRP)	Vector Laboratories	Cat#SK-4105
Ammonium Chloride Solution	STEMCELL Technologies	Cat#7850
Zombie Yellow™ Fixable Viability Kit	BioLegend	Cat#423103
Brilliant Stain Buffer	BD Biosciences	Cat#566349
RNase-Free DNase Set	Qiagen	Cat#79256

**Critical commercial assays**		

Cholesterol E	Wako	Cat#439-17501
FavorPrep™ Tissue Total RNA Extraction Mini Kit	FAVORGEN	Cat#FATRK001
Truseq stranded mRNA library prep kit	Illumina	Cat#20020595

**Deposited data**		

Liver RNA-seq, mouse (xenograft tumor study)	This paper / NCBI GEO	GSE325236
Liver RNA-seq, mouse (six-diet study)	Esmaili et al., 2021 / NCBI GEO	
Mouse flow cytometry, phenotypic, qPCR, and bile acid source data	This paper / Mendeley Data	https://doi.org/10.17632/xxmyn33ynr.1
Mouse flow cytometry data (six-diet experiment)	This paper / Mendeley Data	https://doi.org/10.17632/sfng2h249n.3
Original R analysis code	This paper / Mendeley Data	https://doi.org/10.17632/xxmyn33ynr.1

**Experimental models: Cell lines**		

Hepa 1-6	ATCC	Cat#CRL-1830

**Experimental models: Organisms/strains**		

Male C57BL/6 mice	Animal Resources Centre	C57BL/6JArc

**Oligonucleotides**		

Primer: Cyp7a1 Forward: GGAGCTTATTTCAAATGATCAGG Reverse: CACTCTGTAAAGCTCCACTCACTT	This paper	N/A

**Software and algorithms**		

GraphPad Prism	Dotmatics	https://www.graphpad.com/
R 4.0.3	R Core Team^27^	https://www.r-project.org/
RStudio 1.2.5033	Posit Software^28^	https://posit.co/download/rstudio-desktop/
ggcyto 1.18.0	Van et al.^29^	https://www.bioconductor.org/packages/release/bioc/html/ggcyto.html
openCyto 2.2.0	Finak et al.^30^	https://www.bioconductor.org/packages/release/bioc/html/openCyto.html
flowStats 4.2.0	Hahne et al.^31^	https://www.bioconductor.org/packages/release/bioc/html/flowStats.html
flowCore 2.2.0	Hahne et al.^32^	https://www.bioconductor.org/packages/release/bioc/html/flowCore.html
CATALYST 1.14.0	Nowicka et al.^33^	https://www.bioconductor.org/packages/release/bioc/html/CATALYST.html
FlowSOM 1.22.0	Van Gassen et al.^34^	https://bioconductor.org/packages/release/bioc/html/FlowSOM.html
ConsensusClusterPlus 1.54.0	Wilkerson & Hayes^35^	https://bioconductor.org/packages/release/bioc/html/ConsensusClusterPlus.html
diffcyt 1.10.0	Weber et al.^36^	https://bioconductor.org/packages/release/bioc/html/diffcyt.html
ggplot2 3.3.3	Wickham^37^	https://ggplot2.tidyverse.org/index.html
glmm 1.4.2	Knudson et al.^38^	https://cran.r-project.org/web/packages/glmm/index.html
multcomp 1.4-17	Hothorn et al.^39^	https://cran.r-project.org/web/packages/multcomp/index.html
Trimmomatic 0.39	Bolger et al.^40^	https://github.com/usadellab/Trimmomatic
Salmon 1.4.0	Patro et al.^41^	https://combine-lab.github.io/salmon/
tximeta 1.8.2	Love et al.^42^	https://github.com/thelovelab/tximeta
DESeq2 1.30.1	Love et al.^43^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
mixOmics 6.14.0	Rohart et al.^44^	https://bioconductor.org/packages/release/bioc/html/mixOmics.html
NOISeq 2.34.0	Tarazona et al.^45^	https://bioconductor.org/packages/release/bioc/html/NOISeq.html
edgeR 3.32.1	Chen et al.^46^	https://bioconductor.org/packages/release/bioc/html/edgeR.html
limma 3.46.0	Ritchie et al.^47^	https://bioconductor.org/packages/release/bioc/html/limma.html
EDASeq 2.24.0	Risso et al.^48^	https://bioconductor.org/packages/release/bioc/html/EDASeq.html
corrplot 0.84	Wei & Simko^49^	https://cran.r-project.org/web/packages/corrplot/
PMCMRplus 1.6.0	Pohlert^50^	https://cran.r-project.org/web/packages/PMCMRplus/

**Other**		

Meat Free Rat and Mouse Diet (Normal Chow)	Specialty Feed	N/A
High Sucrose diet	Specialty Feed	SF09-079
High Sucrose + Cholesterol (2%) diet	Specialty Feed	SF14-158
High Sucrose + Cholesterol (2%) + Cholic acid (0.5%) diet	Specialty Feed	SF09-080
Meat free Rat and mouse diet + Cholesterol (2%) + Cholic acid (0.5%) diet	Specialty Feed	SF14-007
Meat free Rat and mouse + Cholic acid (0.5%) diet	Specialty Feed	SF11-105

### Experimental model and study participant details

#### Mice

All procedures were approved by the Western Sydney Local Health District Animal Ethics Committee (WSLHD AEC) under protocol numbers 4228.10.14 and 4246.10.15 and conducted in accordance with the Animal Experimentation guidelines of the National Health and Medical Research Council (NHMRC) of Australia. Male C57BL/6 mice were obtained from Animal Resources Centre (Perth, Australia) and maintained in Westmead Bioresources Facility of The Westmead Institute for Medical Research. The mice were exposed to a 12-hour light/dark cycle in specific pathogen-free conditions with free access to food and water.

In xenograft tumor model, Hepa 1-6 cells (mouse hepatoma cell line) were cultured in 1X Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 1% penicillin-streptomycin (Sigma-Aldrich) and 1X GlutaMAX (Thermo Fisher Scientific) at 37°C and 5% CO_2_. The cell suspension of Hepa 1-6 was prepared at a concentration of 1 × 10^7^ cells/mL and mixed at 1:1 ratio with growth factor-reduced Matrigel (Corning, Cat# 354230) to yield a final concentration of 5 × 10^6^ cells/mL. A volume of 200 μL (containing 1 × 10^6^ cells) was slowly injected into each flank in mice aged 6 to 8 weeks old under isoflurane anesthesia. Tumors were harvested either 4 weeks later or when the estimated tumor weight reached 1 g.

For the chemical-induced liver cancer study, male mice were injected intraperitoneally with 25 mg/kg body weight DEN (Sigma-Aldrich, Munich, Germany) at 14 days of age. These mice were then given the diets containing 34% sucrose (HS diet), cholic acid (0.5%) added diet (CA), or a cholesterol rich diet which contained high sucrose (34%), 2% cholesterol and 0.5% cholic acid (HS_Chol2%_CA) (Specialty Feed Service, Glen Forest, Australia) starting from week 22 for 14 weeks. The control group was fed with the normal chow (NC) diet throughout the experiment. The mice were harvested at 34 weeks after injection (at the age of 36 weeks).

In diet studies without liver cancer development, mice were given the NC, HS, HS_Chol2%, HS_Chol2%_CA, Chol2%_CA, or CA (0.5%) diets for 8 weeks starting at 8–10 weeks of age. In pharmacologic interventional experiments, mice were fed with NC or HS_Chol2%_CA diets with/out SC-435 for 8 weeks starting at 8 –10 weeks of age, as we reported previously.^24^

At the end of each study, mice were euthanized by intraperitoneal injection of ketamine (100 mg/kg body weight) (Mavlab, Australia) and xylazine (10 mg/kg body weight) (Troy Laboratories, Australia).

### Method details

#### Biochemical assays

Following euthanasia, mouse blood was collected by cardiac puncture and stored at −80°C until use. Serum ALT were measured by automated techniques within the Department of Clinical Chemistry, Westmead Hospital. Serum lipid panel was measured using Cobas b 101 POC system and its lipid disc (Roche Diagnostics). For liver cholesterol measurements, total lipids were extracted using the method described by Shimabukuro et al.^51^ Briefly, 30 mg of frozen liver was used to extract total lipids with 3:2 tert-butyl alcohol:triton X-100/methyl alcohol (1:1). Liver cholesterol levels were determined by enzymatic colorimetric assays using Wako E Total Cholesterol Kit (Wako, Cat# 439-17501) according to the manufacturer's protocol.

#### Histology

The harvested mouse liver and tumor tissues were fixed with 10% neutral buffered formalin for 24 hours. The liver histology was assessed on 5μm paraffin embedded sections stained with hematoxylin and eosin (H&E).

#### Immunostaining

Heat-induced epitope retrieval was applied on formalin fixed paraffin embedded (FFPE) liver tissue sections (4 μm) with 1x Rodent Decloaker buffer (Biocare Medical, Cat# RD913) at 95°C for 40 minutes. Sections were incubated with peroxidase blocking solution (Bloxall, Vector Laboratories, Cat# SP-6000-100) for 10 minutes. After washing in TBST, slides were incubated with DAKO Protein Block, Serum-Free (DAKO, Cat# X0909) for 45 minutes, followed by overnight incubation with F4/80 antibody (Clone CI:A3-1, Bio-Rad Laboratories) diluted in DAKO antibody diluent (1:100) with background reducing components (DAKO, Cat# S3022). For DAB staining, a biotin-labeled secondary antibody (goat anti-rabbit) (Invitrogen, Cat# 31820), 1:500 diluted in DAKO antibody diluent was incubated for 1 hour at room temperature. Subsequently, slides were washed in TBST and incubated with Streptavidin HRP (Vector Laboratories, Cat# SA-5004-1) for 10 minutes at room temperature. ImmPACT DAB Substrate (Vector Laboratories, Cat# SK-4105) was used for developing and counterstained with Mayer’s Hematoxylin for 1 minute.

#### Bone marrow cell isolation

Femurs were removed from mice using forceps and surgical scissors, cleaned of muscle and connective tissue and placed in wells of 6-well plates containing 3 mL of cold DPBS. 0.5 mL tubes were pierced using a 21G syringe and inserted into 1.5 mL tubes. Bone ends were cut using a scalpel and centrifuged by fast ramp up to 12,000 × *g* to extract the bone marrow. All centrifugations were done at 4°C. Bone marrow pellets were resuspended in 400 μL of IMDM + 2% FBS then passed through a 70 μm strainer, flushing through with 10 mL of the medium into a 50 mL tube. Cells were pelleted at 300 × *g* for 5 minutes and RBC lysed using Ammonium Chloride Lysis Buffer (STEMCELL Technologies, Cat# 7850) as per manufacturer protocol. Cells were washed twice in IMDM + 2% FBS and kept on ice.

#### Flow cytometry

Prepared cell pellets were suspended in 1000 μL FACS buffer (DPBS containing 5% heat-inactivated FBS and 5 mM EDTA). The live singlets were counted using DAPI 1:10 dilution by mixing 45 μL of cell suspension with 5 μL DAPI by gating on FSC-A vs FSC-H measuring average event/μL on CytoFlex (Beckman Coulter). Subsequently, 10 million bone marrow cells/sample were transferred to round bottom 96 well plates and pelleted by spinning at 500 × *g* for 5 minutes. Cell viability assessed by incubation with 50 μL Zombie Yellow (BioLegend, Cat# 423103) viability stain (1:500 in DPBS) for 15 minutes in the dark, at room temperature. The cells were then topped up with 200 μL DPBS, spun down at 500 × *g* for 5 minutes at 4°C. The supernatant was gently aspirated, and the pellet suspended in 100 μL of antibody cocktail in Brilliant stain buffer (BD Biosciences, Cat# 566349) for 30 minutes in the dark and at room temperature. The cells were topped with 200 μL FACS buffer, spun down at 500 × *g* for 5 min at 4°C. The supernatant was then gently aspirated, and the pellet was washed 3 times with 200 μL FACS buffer and spun down at 500 × *g* for 5 minutes at 4°C. After the final wash, the pellet was suspended in 300 μL FACS buffer and transferred to a FACS tube and kept on ice in the dark. Fluorometric data were then acquired on a flow cytometer (Fortessa, Becton Dickinson). One well of unstained cells was included in all experiments. Single color controls (SCCs) were prepared by adding only one single antibody to the cells in FACS buffer. Fluorescence minus one (FMO) controls were prepared by adding all the antibodies of each panel except for one to the FACS buffer. A pooled mixture of all samples was used for unstained wells, SCCs and FMOs.

We used the following antibodies for flow cytometry: CD117 APC 2B8 (BD, Cat# 553356), CD140A PE-CF594 APA5 (BD, Cat# 562775), CD16/CD32 BUV737 2.4G2 (BD, Cat# 565272), Brilliant Violet 510 anti-mouse CD127 (IL-7Rα) (BioLegend, Cat# 135033), Brilliant Violet 650 anti-mouse CD150 (SLAM) (BioLegend, Cat# 115932), Brilliant Violet 785 anti-mouse CD90.2 (BioLegend, Cat# 105331), Brilliant Violet 711 anti-mouse Ly-6A/E (Sca-1) (BioLegend, Cat# 108131), APC/Cy7 anti-mouse CD48 (BioLegend, Cat# 103432), Anti-mouse CD34 BV421 (BD, Cat# 562608), Anti-mouse CD45 BUV395 (BD, Cat# 564279), FITC Anti-mouse/rat CD29 (BioLegend, Cat# 102205), PE/Cy7 anti-mouse CD105 (BioLegend, Cat# 120410), PE Rat Anti-Mouse CD135 (BD, Cat# 553842), Brilliant Violet 650 anti-mouse/human CD44 Antibody (BioLegend, Cat# 103049).

Raw FCS files were compensated, arcsinh transformed (a = 0, b = 1/150, c = 0) cleaned (margin events, debris, singlets, live) and cell populations of interest (Lin^−^Sca-1^+^c-Kit^+^ [LSK], Lin^−^Sca-1^-^c-Kit^+^ [LKS^-^] and residual Lin^−^) were gated using functions provided by ggcyto_1.18.0,^29^ openCyto_2.2.0,^30^ flowStats_4.2.0^31^ and flowCore_2.2.0.^32^ CATALYST_1.14.0^33^ provided wrapper functions for FlowSOM^34^ and ConsensusClusterPlus. Pre-gated LSK, LKS^−^, and residual Lin^−^ cells were clustered based on cell marker expression (fluorescence intensity) (Figure S2). Similar clusters were manually merged into cell subtypes of interest. Plots were generated using ggplot2_3.3.3.^37^ The glm function provided by glmm_1.4.2^38^ was used to fit linear models (family = gaussian) where cells/million live singlets of studied populations and diet were the response and independent variables, respectively. Pairwise adjusted *p* values were generated using Tukey's honest significance test using the glht function provided by multcomp_1.4-17.^39^ The analyses were performed in R 4.0.3^27^ (R Core Team) global environment using RStudio IDE 1.2.5033^28^ (Posit Software).

#### Gene expression analysis

The excised mouse liver and liver tumor tissues were snap frozen in liquid nitrogen and stored at −80°C. Total RNA from liver or tumor tissues was extracted using Favor Prep Tissue Total RNA Extraction Mini Kit (FAVORGEN, Cat# FATRK001) with DNase I treatment (Qiagen, Cat# 79256) according to the manufacturer's instructions and stored at −80°C until use. RNA concentration was measured using Nanodrop spectrophotometer (Thermo Fisher). Gene expression was measured by qPCR or by RNA-seq for tumor xenografts, as we reported recently.^3^

The purity and integrity of total RNA from liver or tumor tissues were confirmed using TapeStation (Agilent). The RNA-seq libraries were prepared from 100 ng total RNA using Truseq stranded mRNA library prep kit (Illumina, Cat# 20020595). The library average fragment length and standard deviation (SD) was verified using TapeStation (Agilent) before 100 bp SE sequencing on the NovaSeq 6000 (Illumina), yielding a median of 20 million reads per sample in mouse tumor study. Sequencing adapters and low-quality reads were trimmed using the ‘Maximum information quality filtering’ algorithm implemented in Trimmomatic-0.39.^40^ A cut-off length of 40 and strictness setting 0.999 was used.^40^ The cut-off for the minimum read length was set to 36 bp.

Reads were mapped using Salmon-1.4.0^41^ against the GENCODE vM25 mouse transcriptome with GRCm38 mouse genome assembly as a decoy. The Salmon mapping algorithm was used with both random hexamer priming and GC bias correction.

The R package tximeta-1.8.2^42^ was used to generate raw count matrices from Salmon quant.sf output files. Reads were summarized at the gene level and raw count matrices exported as csv for downstream processing. The PLS-DA between DEN-induced and xenograft liver tumors was implemented with plsda function in mixOmics package.^44^ For differential gene expression analysis between DEN-induced and xenograft liver tumor models, the volcano plot was created with NOISeq package,^45^ with significant genes colored at a cut-off of adjusted *p* value below 0.05.

#### Bile acids measurement

The measurement of bile acids from mouse serum samples was performed in a high-throughput manner using Ultra-Performance Liquid Chromatography (UPLC; Shimadzu, Kyoto, Japan), ACQUITY (Waters, Milford, MA) column, and Q-TRAP 5500 Mass Spectrometer (AB SCIEX, Toronto, Canada) as previously described.^24^ Calibration curves were generated using standards containing 23 bile acids, prepared across a range of concentrations in pooled naïve plasma rendered bile acid-free by activated charcoal treatment. The limit of detection for individual bile acids was 0.01–0.05 μmol/L.

Individual bile acids were classified as primary, secondary, glycine-conjugated, or taurine-conjugated, and per-class proportions were computed as the sum of class concentrations divided by the total bile acid concentration per animal. Differences between the NC and HS_Chol2%_CA diet groups were tested using two-tailed Mann–Whitney U tests.

### Quantification and statistical analysis

In mouse phenotypic data and flow cytometry analysis of tumor and diet studies, the results are shown in bar charts with mean ± 1 standard deviation (SD). The comparisons between two groups were performed with a two-tailed Student’s t test (parametric data) or Mann–Whitney U test (non-parametric data). The comparisons among three or more groups used one-way ANOVA followed by Tukey’s HSD post-hoc test (parametric data) or the Kruskal–Wallis test followed by Dunn’s post-hoc test (non-parametric data). Pearson's correlation coefficients (*R*) and the *p* values were used to examine the association between two continuous variables. (∗∗∗∗*p* < 0.0001, ∗∗∗*p* < 0.001, ∗∗*p* < 0.01, ∗*p* < 0.05).

The results of bile acid analysis are presented as Tukey boxplots. Each box indicates the first quartile, median, and third quartile, with the whiskers extending no greater than 1.5 times the interquartile range. The difference between the proportion of each bile acid was compared with two-tailed Mann–Whitney tests.

Sample sizes in each mouse studies are indicated in the figure legends. No statistical test was used to predetermine the sample size, and mice were randomly allocated to the experimental groups. Statistical analyses were performed using GraphPad Prism (Dotmatics) or R 4.0.3^27^ (R Core Team) with RStudio 1.2.5033.^28^

# Supplementary material for: Bile acids mediate liver-bone marrow crosstalk
**Source:** iScience. 2026 Jun 23;29(7):116462. doi: 10.1016/j.isci.2026.116462
**Supplement:** Document S1. Figures S1 and S2

Supplemental information

Bile acids mediate liver-bone marrow crosstalk

Daniele Vitale, Mahmoud Karimi Azardaryany, Ghazal Alipour Talesh, Mahsa Shahidi, Vikki Ho, Suat Dervish, F.X. Himawan Haryanto Jong, Maito Suoh, Jacob George, and Saeed Esmaili

Supplementary Figure

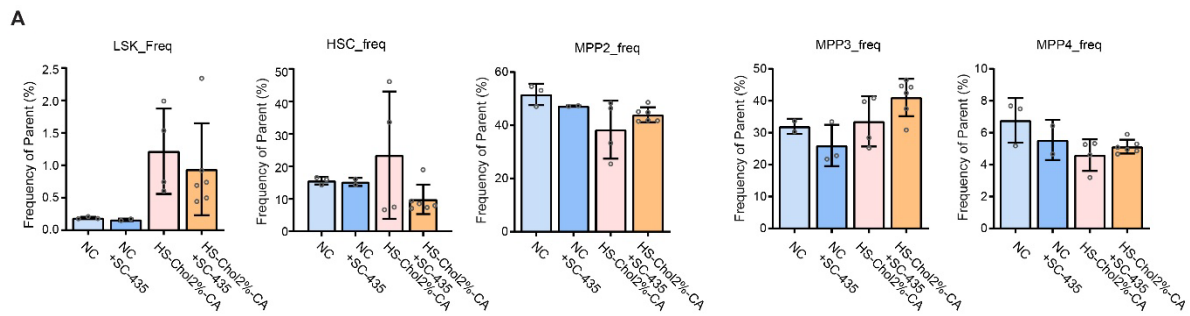

Figure S1. Frequencies of LSK cells and their subpopulations in the mouse diet and SC-435 study, Related to Figure 5. Feeding mice the HS_Chol2%_CA diet increased the frequency of Lin⁻Sca-1⁺c-Kit⁺ (LSK) cells, while SC-435 treatment showed no significant effect on the frequencies of LSK cells or their subpopulations. (NC, n = 3; NC + SC-435, n = 2; HS_Chol2%_CA, n = 4; HS_Chol2%_CA + SC-435, n = 6). Error bars represent mean $\pm$ 1 standard deviation (SD). One-way ANOVA was used to test for differences in means with Tukey's (parametric) and Dunn's (non-parametric) multiple comparison post-hoc test (**** p < 0.0001, *** p < 0.001, ** p < 0.01, and * p < 0.05).

A

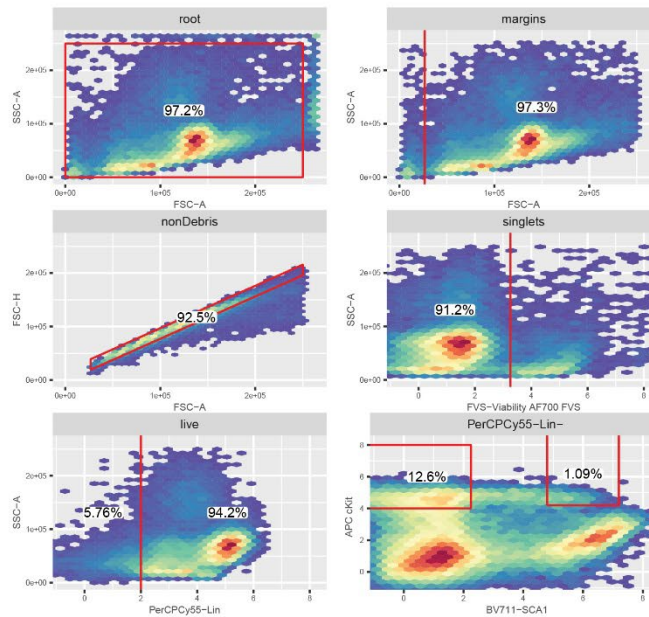

B

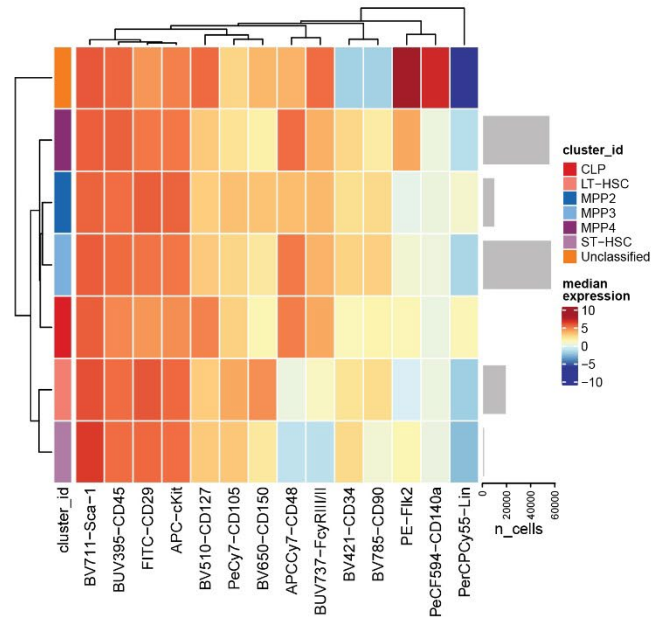

Figure S2. Flow cytometry gating strategy and clustering, Related to STAR Methods. A) Flow-cytometry gating strategy to identify hematopoietic stem and progenitor cells population (Lin⁻Sca-1⁺c-Kit⁺). B) Subsequently, we performed clustering to identify hematopoietic stem cells (defined as the combined population of long-term HSCs and short-term HSCs), as well as multipotent progenitors (MPPs).

How the deposited data were processed for this re-analysis (not part of the article)

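RNA was measured in 5 Hepa 1-6 xenograft tumors (n = 5), each a separate sample by the submitters' labels, which also call the tissue a liver tumor; the paper places these tumors in the flank. The DEN-induced tumors and the flow cytometry of the study are not analysed here. With tumors of a single kind, no test between tumor models was possible, and PLS-DA and the volcano plot were not repeated. The authors trimmed the reads with Trimmomatic 0.39 (target length 40, minimum length 36), quantified them with Salmon 1.4.0 against GENCODE M25 transcripts with the GRCm38 genome as decoy, and used tximeta 1.8.2, mixOmics 6.14.0 and NOISeq 2.34.0 in R 4.0.3 for their own comparison. The authors deposited Salmon's expected count of each transcript, which is not normalized and need not be a whole number. Salmon's TPM of each transcript, also deposited by the authors, is scaled to a fixed total per tumor after division by the effective length. The effective length can approach 1 base for transcripts shorter than the reads allow, which gives them a very high TPM from few reads: the transcript with the highest TPM in each tumor had an effective length of 1 base and 128589 to 203185 TPM.

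Expected counts and TPM were summed per gene with the GENCODE M21 annotation, since release M25 was not used here; the matched transcripts held 99.57% to 99.61% of the reads of a tumor. Coordinates are those of M21 on GRCm38. Where a symbol had 2 gene identifiers, the one with the higher mean count was used. Genes with near-identical copies (major urinary proteins, alpha-1-antitrypsin and hemoglobin genes) share reads, and their values are uncertain. Read totals were 17311414 to 26440743 per tumor, so 1 read is under 0.1 CPM (expected counts scaled to a total of 1000000). No pair of tumors matched within sampling noise: the chi-square per gene was 16.9 to 351 over the 10 pairs.

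Levels are the mean ± SD of the deposited TPM over the 5 tumors. A gene was detected at 1 TPM or more in every tumor. The 34 gene lists cover liver functions, bile acids and cholesterol, tumor and cell cycle genes, cytokines and chemokines, immune, endothelial and stromal cell types, flank tissues (muscle, skin and fat), blood, X and Y chromosome genes, stress responses, housekeeping genes and the genes the paper names. For 6 comparisons within tumors, the difference in mean log2(TPM + 1) was tested by an exact two-sided sign-flip permutation test over tumors, whose smallest p is 0.063. Each sets different genes against each other without a liver sample as reference, so its sign depends partly on the genes chosen. Variation between tumors was tested in edgeR 4.0.16 on expected counts rounded to whole numbers (filterByExpr, TMM, robust intercept-only quasi-likelihood fit), with an upper-tail F test of the dispersion of each gene on 4 degrees of freedom against the prior, with 1.94 prior degrees of freedom, and Benjamini-Hochberg adjustment over 14179 genes at 0.05. Lists with at least 4 members kept by the filter (27 of 34) were tested for varying together: the variance over tumors of the mean centred log2 CPM was compared with 10000 random lists of the same size drawn from 50 bins of mean expression, one-sided, with Benjamini-Hochberg adjustment over the lists. A tumor was counted as apart where Dixon's ratio for 5 values was above 0.71, on log2 CPM for the 14179 genes and on TPM for list sums and named genes.

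Both tests were first tested on simulated data. Of genes changed in a single simulated tumor among the 14179, the variability test recovered 14 of 67 at 4-fold (20.9%), 64 of 67 at 16-fold (95.5%) and 63 of 66 at 64-fold (95.5%), with 2 calls among unchanged genes. The simulated genes all had the dispersion of the trend, without the spread of real genes around it. In the real data that spread left 1.94 prior degrees of freedom, so these rates do not carry over. A count of 0 calls there does not exclude large changes. The list test recovered 3 of 3 lists made to vary, of 27 tested, and called 0 others. In an earlier simulation the list test recovered 2 of 3. The muscle list had fewer than 4 members kept and was not tested there, and the T cell list took its place. The simulated genes varied independently with a single SD, and each list made to vary was shifted as a whole. Real genes differ in SD and vary together between these tumors, so the recovery and the 0 other calls do not carry over.

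Genes named in the text follow a rule set beforehand: the genes the paper's text names, the labels of Figure 1H that can be read with certainty, the 4 members of each list with the highest mean TPM and up to 2 members under 1 TPM in every tumor, the 10 protein-coding genes with the highest mean TPM and the 10 genes with the smallest adjusted p for variation. The adjusted p of the last 10 was tied, so they were taken by unadjusted p. The rule gave 191 genes, and the TPM of 33 of them was raised by short transcripts. Genes of 4 further lists, written to test an explanation and named in the closing section, lie outside the rule.

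Alternatives set beforehand were thresholds of 0.5 and 5 TPM, at least 10 counts in every tumor, TPM rescaled over protein-coding genes outside the mitochondrial genome, a pseudocount of 0.1, CPM in place of TPM, medians over list members, DESeq2 1.42.0 size factors and dispersion outliers, library totals only, no filter or a mean of at least 50 counts, limma-voom (limma 3.58.1), a prior that is not robust, and leaving out each tumor in turn. TPM recomputed without transcripts of an effective length under 100 bases was added after seeing the data, as was CPM for finding tumors apart. Software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.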

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

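Tests chosen only after their results were seen are the effect of short effective lengths on muscle TPM, embryonic myosins in tumor 1, the comparison of cell types in tumor 5, its Xist level, and the interval around the epithelial difference, as are TPM without short transcripts and CPM in the search for tumors apart. A tumor is named here where its gap to the nearest other tumor was above 0.71 of the range of all 5. This held for 9 of 34 list sums in TPM, 4 of 6 comparisons on the log2 scale and 52 of 173 genes in TPM. Chance gives about 1 in 20 for independent normal values. The sums are not on a log scale, and the lists and comparisons share tumors and some genes, so that rate is only a rough guide. The number of genes is not set against chance, because 10 of the genes (all apart) were named for varying and others for a high mean, which a single high tumor raises. Tumor 5 was the one apart in 6 lists, 4 comparisons and 39 genes.

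Skeletal muscle genes were at a summed 12190 TPM in tumor 4 (62630 reads), 1686 TPM in tumor 1 and 4.52 to 21.2 TPM in the others; without short transcripts the sums were 3858, 597 and 10.1 to 11.6 TPM. Short effective lengths are argued against, since without length correction the list in tumor 4 was 463 times the highest of tumors 2, 3 and 5 (2750 against 5.94 reads per 1000000), and the list in tumor 1 was 77.0 times it. Of 16 further muscle genes listed before this test, 12 (75%) were over 10 times higher in tumor 4 than in tumors 2, 3 and 5, so muscle fibers of the flank in the specimen may be the source. Embryonic and regenerating muscle genes (Myh3, Myh8, Myog and Myod1) were at 0.333% of the adult fast myosins in tumor 4, below the 1% set beforehand, which argues against forming muscle there; 3.61% in tumor 1, between the bounds of 1% and 10%, leaves it open for that tumor. Among adult fast myosins, named after their values were seen, Myh4 made up 96.6% in tumor 4 and Myh1 54.1% in tumor 1, and the design, with a single condition, gives no further biological explanation to test.

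Tumor 5 had lower hepatoma genes (hepatocyte transcription factors at a summed 23.5 against 70.8 to 86.7 TPM in the others) and higher endothelial (1726 against 65.9 to 193) and fibroblast (11530 against 2533 to 3489) genes. A lower share of Hepa 1-6 cells that raised the other cell types alike is argued against by a gap of 3.92 between the highest and lowest median log2 ratio to the other tumors, from endothelial (3.16, lower quartile 2.83) through fibroblast (2.40), macrophage (1.13) and T cell (0.02) to neutrophil genes (-0.76, upper quartile 0.52). A loss of liver genes without fewer Hepa 1-6 cells is argued against by Xist, with a log2 ratio of -3.73 against 1.35 to 1.69 for the Y-linked genes of the male host, on the assumption that Xist marks Hepa 1-6 cells. For a tumor formed in the liver, 24 further adult liver genes had a median of 0.87 TPM, below the bound set beforehand. This argues against much adult liver tissue in the specimen. It cannot decide the site, since a tumor in the liver need not contain such tissue. Fewer Hepa 1-6 cells alone, as the source of the lower hepatoma genes, cannot be told apart from fewer cells that also changed. For 11 further epithelial genes the median log2 ratio was -2.04, and for the transcription factors -3.39. This difference of 1.34 is past the bound of 1 set beforehand, but its bootstrap interval (95%, -1.15 to 3.90), added after the value was seen, spans the bound. That interval resampled genes rather than tumors, so it gives the scatter between genes and not between tumors. Beyond these, no biological explanation was tested, since the design has a single condition.

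Some adult liver genes were higher in tumor 5, among them the major urinary proteins, at a summed 83.5 against 3.21 to 8.10 TPM in the others. The adult hepatocyte enzyme list was not, at a summed 267 against 238 to 339 TPM. Of its 9 genes tested for variation, 3 were highest and 2 lowest in tumor 5. Of 19 plasma protein genes tested, 9 were highest and 7 lowest there. Of 24 further adult liver genes listed before this test, 20 (83.3%) had their highest share of reads in tumor 5. Liver RNA or reads from a liver library would give this, but so would higher expression by the Hepa 1-6 cells. These sources cannot be told apart here. The bound set beforehand against Hepa 1-6 expression, a median log2 ratio above 1 to the other tumors, was met at 3.26. That bound was wrong, since any source of higher adult liver genes gives such a ratio. Hepatocyte transcription factors went the other way, at a median log2 ratio of -3.39, so expression by Hepa 1-6 cells would need these genes to rise while those factors fell. The levels are small: Serpina3k, named from this list after its values were seen, had 385 reads in tumor 5 and at most 23 in another tumor. Liver tissue in the specimen and reads from another library were not separated, and the design, with a single condition, gives no further biological explanation to test.

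In tumor 5, the major urinary protein genes Mup20 (31.3 TPM), Mup14 (13.7), Mup7 (8.94), Mup2 (7.96) and Mup11 (2.61) were highest, each with at most 2.43 TPM in another tumor; these copies share reads. Serpina1d (3.90 TPM), Mettl7b (1.20), Plg (0.993) and Cps1 (0.431) were also highest in tumor 5, with at most 0.493 TPM in another. Scp2 at 138 TPM against 78.4 to 95.1 TPM and Hsd17b4 at 18.5 TPM against 12.2 to 13.2 TPM were highest there among bile acid synthesis genes.

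Endothelial genes highest in tumor 5 were Plvap (161 TPM against 8.72 to 31.6), Pecam1 (98.9 against 8.45 to 20.2), Kdr (22.2 against 0.873 to 1.54), Cdh5 (979 against 34.8 to 103, or 212 against 8.51 to 19.1 without short transcripts) and Vwf (329.7 against 2.87 to 11.2, or 51.1 against 2.02 to 8.85). Matrix genes highest in tumor 5 were Sparc (2092 TPM against 237 to 422), Col1a1 (1713 against 196 to 332, or 2591 against 160.2 to 427 without short transcripts), Fn1 (1170 against 634 to 705), Thbs1 (164 against 48.0 to 68.5) and Fbn2 (7.05 against 0.0856 to 0.508), whereas the matrix gene Dcn was lowest (251 against 737 to 861). Of macrophage genes, Kupffer cell markers and growth factors, Adgre1 (375 TPM against 8.78 to 32.5, or 156 against 21.2 to 58.9 without short transcripts), the Kupffer cell marker Marco (5.98 against 0.667 to 1.94), Csf1 (47.0 against 16.1 to 23.1) and Cxcl12 (181 against 8.10 to 38.4) were highest in tumor 5. So were H19 (183 TPM against 2.38 to 31.4), Mest (109.8 against 1.07 to 4.63) and Meg3 (122 against 1.62 to 13.1), as well as Prn (66.6 against 0.579 to 1.50), Kdm5d (3.35 against 0.530 to 1.27), Hba-a2 (77.6 against 49.1 to 53.0) and Fabp4 (292 against 15.1 to 45.3). The adipocyte list was at a summed 301 against 18.9 to 55.3 TPM in the others through Fabp4, which endothelial cells also express; the adipocyte genes Adipoq (0 against 0 to 0.685) and Cidec (0 against 0.0985 to 4.50, a gene raised by short transcripts, or 0 against 0.219 to 1.02 without them) were not higher there.

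Lowest in tumor 5 were Cd24a (13.1 TPM against 78.4 to 92.8), Gata4 (0.382 against 3.95 to 5.35), Pgk1 (128 against 307 to 373), Hspa5 (216 against 257 to 272), Gapdh (3048 against 9344 to 11290, or 1729 against 4790 to 5519 without short transcripts) and Tpi1 (3061 against 12490 to 15190, or 3.29 against 43.6 to 83.3). The housekeeping list was at a summed 12030 against 17910 to 20070 TPM in the others, and no longer apart without short transcripts (21290 against 23650 to 26750). Of the comparisons, tumor 5 was highest for endothelial against sinusoidal genes (4.46 on the log2 scale), fibroblast against stellate cell genes (7.37) and macrophage against T cell genes (2.53), and lowest for oncofetal genes against adult enzymes (0.63).

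In tumor 4, the muscle genes Tnnc2 (9040 TPM against 0 to 1306, or 253 against 0 to 35.1 without short transcripts), Myl1 (1566 against 0.122 to 166, or 280.4 against 0.271 to 44.4), Mylpf (393 against 2.36 to 55.9), Acta1 (305 against 0.0239 to 73.0), Pygm (24.9 against 0.415 to 1.99) and Ttn (0.822 against 0.00791 to 0.169) were highest, and Myh2 was highest in tumor 1 (0.71 against 0 to 0.0339). B and plasma cell genes were at a summed 324 against 7.58 to 39.4 TPM in the others, and no longer apart without short transcripts (229.6 against 18.4 to 92.9), with Jchain at 27.5 TPM against 0.934 to 8.63, Ighg1 at 200.2 against 0.712 to 52.6 and Mzb1 at 228 against 0.149 to 1.84 (16.7 against 0.361 to 4.35 without short transcripts). T cell genes in tumor 4 were at a summed 793 against 276 to 416 TPM in the others, and no longer apart without short transcripts (515 against 295 to 454); Cd3d, at 348 TPM there, was at 27.5 TPM without short transcripts. Cd5l of the Kupffer cell list (4.37 TPM against 0.132 to 1.15) and Oit3 of the sinusoidal list (0.507 against 0.181 to 0.272) were also highest in tumor 4, and Hba-a1 in tumor 3 (152 against 106 to 116), a gene that shares reads with its copies.

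Without short transcripts, 6 of the 9 lists and 47 of the 52 genes were apart in the same tumor, and on CPM 5 lists and 41 genes. Besides the 3 lists named above, Jchain, Gata4, Oit3, Hba-a1 and Tpi1 were no longer apart without short transcripts. The same 3 lists were not apart on CPM, nor were the transcription factor list, Adgre1, Scp2, Hsd17b4, Csf1, Marco, Fn1, Hba-a1, Hba-a2, Pgk1, Hspa5 and Tpi1, although the tumor with the highest or lowest value stayed the same. Apart only in these units were the growth factor and cytokine list, highest in tumor 5 without short transcripts (617 against 235 to 338 TPM, with Cxcl12 at 394 there) and on CPM (1021 against 529.8 to 646, with Cxcl12 at 588) but in tumor 3 in deposited TPM, Kit and Irf7 (highest in tumor 5 in both units) and, on CPM, Trac (highest in tumor 4), Ngfr (highest in tumor 1) and Ldha (lowest in tumor 5).

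Besides muscle, 4 lists of genes whose levels in these tumors the paper's text does not report had reads in each tumor. Their highest totals were 7295 reads for erythroid genes (tumor 3), 535 for keratinocyte genes (tumor 1), 7043 for the adipocyte list (tumor 5, 6488 of them Fabp4 and 551 Pparg) and 25505 for Xist, Tsix and Y-linked genes (tumor 1). Adipoq, Cidec and Cfd had 0, 0 and 3 reads in tumor 5 and 30, 38 and 152 in tumor 1.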

How the results depend on the processing

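TPM without short transcripts was tried only after the data were seen; the other alternatives given here were set before. The number of genes detected in every tumor was 11264 at 1 TPM, 7005 at 5 TPM and 12538 at 0.5 TPM, where the threshold itself sets the count; it was 14121 at 10 or more counts, 11144 over protein-coding genes, 12406 without short transcripts and 11319 to 11783 without a tumor. Of 398 listed genes, 232 were detected, and 168 to 260 under the alternatives. The 6 comparisons kept their direction in every tumor and under each alternative run, at 4.38 to 6.43 on the log2 scale for macrophage against Kupffer cell genes, 1.19 to 3.06 for endothelial, 5.34 to 7.91 for fibroblast, 0.94 to 1.91 for macrophage against T cell, 1.13 to 1.95 for oncofetal genes and -0.94 to -0.43 for Afp; without a tumor the exact p was 0.125, the smallest that 4 tumors allow. No gene was called as varying under any of the 12 alternatives, while the number at an unadjusted p under 0.05 was 604, or 1929 without a filter on low counts and 571 to 794 without a tumor. In the edgeR alternatives the prior had only 1.80 to 3.41 degrees of freedom, so the test could hardly call a gene. The unchanged 0 is therefore little evidence of stability. Called as varying together were 12 lists, and 12 with DESeq2 size factors (12 shared), 18 without a filter (10 shared, of 34 tested), 16 with medians over members (11 shared) and 8 to 16 without a tumor. Without tumor 4, 8 lists were called and shared; without tumor 5, 16 were called and 9 shared. The oncofetal call was lost without a filter (adjusted p = 0.331 by the permutation test), as was that of bile acid transport (0.581), which was also lost with medians (0.162); the cause was not tested. Of the 191 named genes, the mean TPM moved by more than the SD between tumors for 138 without short transcripts. Over protein-coding genes it moved for 95 and stayed for 88, and the remaining named genes have no value in that unit. Of the 34 list sums, 23 moved over protein-coding genes and 25 without short transcripts. Both units multiply the TPM of most genes in a tumor by a common factor, 2.18 to 2.42 without short transcripts. Such a move can therefore be a change of scale alone and need not change a gene relative to others. Short transcripts raised the TPM of 33 of the 191 named genes. Without tumor 5, the major urinary protein sum fell from 21.2 to 5.55 TPM. Genes with few reads, such as Cyp7a1 with 2 in all 5 tumors, are below what this depth can measure. No paired analysis was possible because there is a single group.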

Other observations

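None of the values in this part belongs to a test chosen after its result was seen, except TPM without short transcripts. The xenograft tumors expressed factors that act on blood stem and progenitor cells: 10 of 18 genes of this list were detected in every tumor, with Kitl (stem cell factor) at 27.5 ± 8.38 TPM and Csf1 at 24.9 ± 12.7 TPM (SD, n = 5). Cxcl12, which retains stem cells in bone marrow, was at 54.3 ± 71.8 TPM, with 181 TPM in tumor 5 and a mean of 22.7 TPM without it. Csf3 and Il3 had 2 reads and 1 read in the 5 tumors together. Chemokines were detected in 12 of 13 cases, among them Cxcl9 at 1414 ± 322 TPM, Ccl8 at 954 ± 800.5 TPM (2261 in tumor 5 and a mean of 626 without it) and Ccl5 (Rantes) at 509 ± 145 TPM (SD, n = 5). This order is that of deposited TPM and changes without short transcripts, where Cxcl9 was at 233 ± 87.6 TPM, below Ccl8 at 2124 ± 1720 TPM and Ccl5 at 1159 ± 339 TPM (SD, n = 5). All 12 interferon-stimulated genes were detected, with Gbp2 at 389 ± 153 TPM (SD, n = 5), as were all 11 genes of the unfolded protein response, with Atf4 at 63.8 ± 1.53 TPM (SD, n = 5). Neither list varied between the tumors beyond random lists (adjusted p = 0.112 and 0.240 by the permutation test), nor did chemokines (0.0891) or the growth factors and cytokines (0.366). With medians over members, interferon-stimulated genes (0.0312), chemokines (0.0142) and growth factors and cytokines (0.0380) did. Over the alternatives the adjusted p was 0.0144 to 0.238, 0.00112 to 0.347 and 0.0380 to 0.501 for these lists. Without tumor 5, chemokines (0.00112) and interferon-stimulated genes (0.0144) did.

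Hypoxia and glycolysis genes were detected in 11 of 12 cases, with Ldha at 388 ± 98.6 TPM (SD, n = 5). Of the flank and blood lists, 1 of 13 muscle genes, 1 of 9 keratinocyte genes, 2 of 8 adipocyte genes and 4 of 5 erythroid genes were detected in every tumor, and 3 of 6 X inactivation and Y-linked genes; without short transcripts 2 keratinocyte and 5 X inactivation and Y-linked genes were. All 9 housekeeping genes were detected, with Eef1a1 at 3733 ± 196 TPM (SD, n = 5). Of 15 genes the paper's text names, 10 were detected in every tumor: Apoe was at 2320 ± 518 TPM, Slc29a3 (ENT3) at 6.71 ± 2.62 TPM, Tet2 at 6.35 ± 1.99 TPM and Kit at 3.08 ± 2.47 TPM (SD, n = 5). Ly6a (Sca-1) was at 5434 ± 1047 TPM and Vdr at 38.9 ± 13.9 TPM, or 1295 ± 233 and 6.75 ± 0.900 TPM without short transcripts (SD, n = 5).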
